# A Predictive Transcriptomic Approach to the Resveratrol-Mediated Reversal of Hypothalamic Alterations in a Mouse Model of Obesity

**DOI:** 10.3390/genes17030297

**Published:** 2026-02-28

**Authors:** Brenda De la Cruz-Concepción, Juan Miguel Mendoza-Bello, Fredy Omar Beltrán-Anaya, Mónica Ramírez, Yaccil Adilene Flores-Cortez, Gema Damian-Sánchez, Eugenia Flores-Alfaro, Isela Parra-Rojas, Oscar Del Moral-Hernández, Miguel Cruz, Mónica Espinoza-Rojo

**Keywords:** obesity, hypothalamus, transcriptomic analysis, resveratrol

## Abstract

**Background:** Obesity is associated with hypothalamic dysfunction characterized by neuroinflammation and altered transcriptional programs. While resveratrol (RSV) has shown beneficial metabolic effects in peripheral tissues, its central effects on hypothalamic gene expression in obesity remain poorly understood. This study provides the first predictive transcriptomic analysis of the hypothalamic response to RSV in a mouse model of diet-induced obesity. C57BL/6 male mice were fed a high-fat diet (HFD) to induce obesity and then subsequently treated with RSV. **Methods:** Hypothalamic RNA was extracted and analyzed using RNA sequencing. Differentially expressed genes (DEGs) were identified and functionally analyzed through KEGG pathway analysis. **Results:** Although RSV did not significantly alter body weight, it reversed the expression of several HFD-induced DEGs. Key genes modulated by RSV included *Aqp7*, *Ccl27a*, *Lta*, *Rilp*, *M6pr-ps*, *C1ra*, *Snail1*, *Gbgt1*, and *Ppargc1b*, which are involved in inflammation, lipid metabolism, mitochondrial function, and immune signaling. Pathway enrichment analysis revealed significant modulation of TNF and NF-κB signaling, cytokine–cytokine receptor interactions, glycosphingolipid biosynthesis, and phagosome-related activity. Remarkably, 45% of RSV-responsive transcripts were non-coding RNAs, suggesting epigenetic regulation. **Conclusions:** RSV reprograms the hypothalamic transcriptome in obesity, targeting both coding and non-coding RNAs associated with inflammation and metabolic regulation, independently of weight loss. These findings identify RSV as a potential central modulator of metabolic dysfunction and highlight the hypothalamus as a promising therapeutic target in obesity-related disease.

## 1. Introduction

Obesity represents a growing global pandemic and is currently acknowledged as one of the primary risk factors affecting human health. It is defined as an excessive accumulation of lipids due to an imbalance between energy intake and expenditure [1]. Obesity caused by the consumption of a high-fat diet (HFD) is characterized by increased circulating levels of lipopolysaccharides [2] and pro-inflammatory cytokines, such as interleukin-6 (IL-6) and tumor necrosis factor-alpha (TNF-α), which trigger low-grade chronic inflammation in peripheral organs [3] and in the central nervous system (CNS) [2,4].

In the CNS, an HFD disrupts neuronal communication, impairs the function of the blood–brain barrier (BBB) [5], and promotes the recruitment of peripheral immune cells, facilitating the entry of pro-inflammatory mediators into the brain and activating microglia [6]. These effects are particularly evident in the hypothalamus, which is located near the median eminence, a region where the BBB is more permeable and maintains close communication with peripheral signals [2].

Within the hypothalamus, diet-induced obesity alters nutrient-sensing mechanisms, feeding behavior regulation, and energy homeostasis [4]. These alterations include disrupted insulin and leptin signaling hormones secreted by the pancreas and adipose tissue, respectively, in response to glucose levels and increased adipocyte energy stores [7]. These hormones bind to their receptors (IR and LepR, respectively) on first-order neurons in the hypothalamus [8], activating the phosphoinositide 3-kinase (PI3K)/protein kinase B (AKT) and the Janus kinase (JAK)/signal transducer and activator of transcription 3 (STAT3) pathways [8,9]. These signaling cascades regulate the expression of anorexigenic genes (e.g., *Proopiomelanocortin* (*Pomc*) and *Cocaine- and amphetamine-regulated transcript* (*Cart*)) [10], as well as orexigenic genes (e.g., *Neuropeptide Y* (*Npy*) and *Agouti-related protein* (*Agrp*)) [9,10,11].

Chronic HFD consumption in mice promotes systemic metabolic dysfunction and alters the hypothalamic expression of genes involved in food intake regulation, thereby stimulating appetite and increasing caloric intake [12,13,14], ultimately contributing to obesity.

In addition to protein-coding genes, growing evidence indicates that non-coding RNAs, particularly long non-coding RNAs (lncRNAs) and antisense transcripts, play a critical role in the regulation of hypothalamic inflammation and metabolic homeostasis. lncRNAs modulate gene expression through transcriptional, post-transcriptional, and epigenetic mechanisms, influencing metabolic and inflammatory signaling pathways and responding to nutritional and hormonal cues in key metabolic tissues [15,16]. Similarly, antisense RNAs fine-tune gene expression by regulating mRNA stability, transcriptional interference, and chromatin modifications, contributing to the control of metabolic and immune-related genes [17,18]. Dysregulation of these non-coding regulatory layers has been increasingly implicated in chronic inflammation and metabolic dysfunction associated with obesity, highlighting their potential relevance as mediators of central metabolic regulation [15,16,19].

In addition to HFD-induced hypothalamic neuroinflammation, obesity triggers increased production of reactive oxygen species and reduced antioxidant defenses, resulting in oxidative stress [4]. Oxidative stress contributes to insulin and leptin resistance and alters the function of effector molecules, including the aforementioned neuropeptides, as well as genes involved in inflammation [14]. Therefore, both neuroinflammation and oxidative stress play a critical role in gene expression changes that disrupt hypothalamic function and promote the persistence of obesity.

Natural compounds with antioxidant properties have shown promise in counteracting oxidative stress [20,21] and have demonstrated beneficial effects in obesity management [22]. Among these, resveratrol (RSV) [13,23,24,25], a polyphenolic compound abundant in grapes, berries, and red wine [26], has attracted considerable attention for its anti-inflammatory, antioxidant, neuroprotective, and anti-obesogenic properties [13,23,24,25].

RSV has been shown to confer neuroprotection through several mechanisms, many of which are associated with its antioxidant and anti-inflammatory actions [27,28,29]. In HFD-fed murine models with obesity, RSV supplementation protects against neuroinflammation, pyroptosis, and neuronal damage [28]; modulates proteolytic activity [27]; reduces neuronal apoptosis; and promotes hypothalamic neurogenesis toward anorexigenic POMC neurons [30].

In addition, RSV modulates the expression of various genes disrupted in obesity, including *Sirtuin 1* (*Sirt1*) [28], *Toll-like receptor 4* (*Tlr4*), *Tumor necrosis factor* (*Tnf*), *Interleukin 1β* (*Il1b*), *Il6* [31,32,33], *Il10* [26], *Nuclear factor kappa-B* (*Nfkb*), *C-C motif chemokine ligand 2* (*Ccl2*) [33,34], and *C-C chemokine receptor 2* (*Ccr2*) [34]. RSV also influences the expression of metabolic genes such as *Peroxisome proliferator-activated receptor delta* (*Ppard*), *gamma* (*Pparg*), and *ATP citrate lyase* (*Acly*) [33,34,35], as well as *Leptin* (*Lep*), *Leptin receptor* (*Lepr*), *Suppressor of cytokine signaling 3* (*Socs3*) [36] and *Insulin receptor substrate 1* (*Irs1*) [34].

Together, these findings support the hypothesis that antioxidant interventions may mitigate the transcriptomic alterations associated with diet-induced obesity.

The aim of this study was to characterize the transcriptomic alterations in the hypothalamus of HFD-induced mice with obesity, and to determine whether RSV supplementation modulates these changes in gene expression. To address this, we applied a predictive transcriptomic and bioinformatic approach to identify DEGs and the signaling pathways through which RSV may exert therapeutic effects in obesity. Unlike conventional descriptive RNA-seq studies, which primarily report differential gene expression profiles [37], this integrative strategy combines differential expression analysis with functional enrichment and pathway-based interpretation [38,39,40] to identify the coordinated gene networks and signaling pathways potentially targeted by resveratrol. This approach enabled the identification of candidate genes and signaling pathways with hypothalamic dysfunction, providing new insights into the central actions of RSV in obesity.

## 2. Materials and Methods

The feed for the standard diet (LabDiet 5001, St. Louis, MO, USA) and high-fat diet (HFD; Research Diets D12492, New Brunswick, NJ, USA) was obtained from commercial suppliers. Resveratrol (RSV; CAS No. 501-36-0) was purchased from Sigma-Aldrich (St. Louis, MO, USA), and TRIzol reagent (CAS No. 15596018) was obtained from Invitrogen (Carlsbad, CA, USA). All reagents used in this study were of analytical grade and confirmed to be of high purity.

### 2.1. Experimental Model of Obesity and RSV Treatment

Male C57BL/6 mice, 8 weeks old (n = 5 per group), were obtained from the Biotherium of the Faculty of Chemical-Biological Sciences, Autonomous University of Guerrero. All procedures involving animals were conducted in accordance with the Mexican guidelines (NOM-062-ZOO-1999) for the care and use of laboratory animals and approved by the Institutional Animal Care and Use Committee (CICUAL-01/2019) of the Autonomous University of Guerrero.

Mice were housed under controlled conditions (22 ± 2 °C; 50–60% humidity; 12 h light/12 h dark cycle) with ad libitum access to food and water. Animals were randomly assigned to three experimental groups:

1. Control (C), fed a standard diet (LabDiet 5001, St. Louis, MO, USA).
2. Obesity (Ob), fed a high-fat diet (HFD; D12492, Research Diets, New Brunswick, NJ, USA).
3. Obesity treated with RSV (Ob + RSV), fed the same HFD and treated with 2.25 mg/kg body weight of resveratrol (RSV; Sigma-Aldrich, CAS No. 501-36-0, St. Louis, MO, USA).

Each group consisted of five animals for body weight measurements, and three samples of the animals were sent for RNA-seq analysis. The HFD regimen was initiated at week 8 in the Ob and Ob + RSV groups, while the C group remained on a standard diet. Beginning at week 16, RSV was administered daily for 4 weeks by oral gavage (diluted in saline solution) at a dose of 2.25 mg/kg/day using an esophageal cannula. The RSV dose was selected based on previously reported studies demonstrating the metabolic effects of this antioxidant in HFD-fed murine models [41].

The C and Ob groups received an equivalent volume of saline. Body weight was recorded weekly throughout the study.

### 2.2. Tissue Collection and Hypothalamus Dissection

At the end of the treatment period, animals were anesthetized with sodium pentobarbital (126 mg/kg; Cheminova, Mexico City, Mexico) and euthanized. The brain was rapidly removed, and the hypothalamus was dissected and washed with phosphate-buffered saline (pH 7.4). Tissue samples were immediately processed or stored at −80 °C until RNA extraction.

### 2.3. Total RNA Extraction and Quality Assessment

Total RNA was extracted from the hypothalamus using TRIzol reagent (Invitrogen, CAS No. 15596018; Carlsbad, CA, USA), following the manufacturer’s instructions. Tissue homogenization was performed using a PRO 200 homogenizer (PRO Scientific Inc., Oxford, CT, USA).

RNA purity and concentration were assessed using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), considering samples with A260/A280 ratios ≥ 1.9 and concentrations ≥ 20 ng/μL as acceptable. All RNA samples were stored at −80 °C until sequencing.

### 2.4. RNA Sequencing and Bioinformatic Analysis

mRNA sequencing was performed by Novogene Co., Ltd. (Sacramento, CA, USA). Quality control metrics included Q20, Q30 scores, and GC content. Clean reads were aligned to the reference mouse genome using HISAT2 (v2.0.5). Gene-level quantification was performed using featureCounts (v1.5.0-p3). Transcript abundance was normalized as fragments per kilobase of transcript per million mapped reads (FPKM).

### 2.5. Differential Gene Expression Analysis

Differential expression analysis was conducted using the DESeq2 R package (v1.20.0) with three biological replicates per group. *p*-values were adjusted using the Benjamini–Hochberg procedure [42] to control the false discovery rate (FDR). Genes with adjusted *p* < 0.05 and log_2_ FC ≥ 1 were considered DEGs.

### 2.6. Functional Enrichment Analysis

DEGs were annotated using the clusterProfiler R package (v3.8.1), which enabled the identification of gene families and their biological functions in the mouse genome based on public databases. Gene ontology (GO) enrichment analysis was conducted to determine the biological significance of each DEG in terms of biological process, molecular function, and cellular component. Additionally, statistical enrichment analysis of DEG was performed using the Kyoto encyclopedia of Genes and Genomes (KEGG) to identify associated signaling pathways. GO terms and KEGG pathways with an adjusted *p* < 0.05 and |log_2_ fold change| ≥ 1. were considered significantly enriched.

### 2.7. Statistical Analysis

Body weight data were analyzed using two-way ANOVA followed by Tukey’s multiple comparisons test. Results are presented as mean ± standard deviation (SD). Statistical analyses were performed using GraphPad Prism (v9.3.1), and *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Effect of RSV on Body Weight in an Obesity Model

To induce obesity, mice were fed an HFD for eight weeks. One group remained with obesity (Ob), while the other received RSV treatment (Ob + RSV) during the final four weeks of the HFD regimen. A control group (C) was maintained on a standard diet. A significant increase in body weight was observed in both groups with obesity (Ob and Ob + RSV) compared with the control group, beginning at week 4 and persisting through week 12 (*p* < 0.05; Figure 1). However, no significant difference in body weight gain was detected between the Ob and Ob + RSV groups, indicating that RSV did not significantly affect weight gain under the experimental conditions.

### 3.2. Global Transcriptomic Analysis of Differentially Expressed Genes in the Hypothalamus

To investigate the global gene expression landscape, RNA-seq analysis was performed. 

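Hypothalamic RNA of 3 control mice (C), 3 mice with obesity (Ob) and 3 mice with obesity treated with RSV (Ob + RSV) was sequenced, 1 library per mouse, which the paper gives as 3 biological replicates per group. RSV, a plant polyphenol, was given at 2.25 mg/kg per day for 4 weeks. The methods of the paper place the start of the HFD at week 8 and that of RSV at week 16, whereas the labels of the samples give an HFD of 8 weeks altogether and 28 days of gavage that started after 8 weeks of HFD. The results section of the paper also gives 8 weeks of HFD but places RSV in the last 4 of them. Libraries were made from poly(A) RNA with a strand-specific kit and sequenced as read pairs. The authors aligned the reads with HISAT2 v2.0.5 and counted them per gene with featureCounts v1.5.0-p3, and the values used here are these whole, unscaled counts for 78334 genes. The processing notes of the submitters name GRCm39. The annotation release, the strand setting and the handling of reads with several alignments are not given in the sources used here, so counts of antisense transcripts, pseudogenes and near-identical gene copies are uncertain.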

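Counted reads per library ran from 17575625 to 23470800 in C (median 20868779), from 15655156 to 19407694 in Ob (median 18181681) and from 17006586 to 26284661 in Ob + RSV (median 21764016). The clean reads that the paper lists in Table S1 run from 42360976 to 60691422, and the values here use the counted reads. The mitochondrial gene mt-Co1 took the largest share in 7 of the 9 libraries, at most 1.96%. In Ob replicate 2 and Ob + RSV replicate 2 the largest share, 3.91% and 2.78%, belonged to ENSMUSG00000119584, a gene without a symbol in the reference. Genes with at least 1 read numbered 24450 in Ob + RSV replicate 2 and 36541 in C replicate 1, the lowest and the highest of the 9. Differential expression was tested on the 33534 genes with at least 10 reads in total by edgeR's quasi-likelihood test after TMM scaling, in 1 fit of the 9 libraries. A DEG needed an adjusted p under 0.05 and a log2FC of at least 1 in either direction, and standard errors (SE) were computed from the log2FC and the F statistic of that test.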

Prior to differential gene expression analysis, the constructed libraries were subjected to quality control, ensuring their suitability (Supplementary Materials).

To identify hypothalamic DEGs associated with obesity and those modulated by RSV, gene-level counts were estimated for the three study groups based on gene length and the number of reads assigned to each gene. Differential expression analysis was performed using DESeq2, with DEGs defined by an adjusted *p* < 0.05 and |log_2_ fold change| ≥ 1.

RNA-seq analysis of hypothalamic tissue revealed 393 DEGs in Ob vs. C and 483 DEGs in Ob + RSV vs. C (adjusted *p* < 0.05 and log_2_ fold change (FC) ≥ 1) (Figure 2a). Of these, 54 genes were shared between the Ob vs. C and Ob + RSV vs. Ob comparisons (Figure 2b), indicating that RSV modulates a subset of obesity-induced gene expression changes.

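In Ob vs. C, the 5 smallest p-values belonged to Shc3, an adaptor of receptor signaling in neurons, Gm43398, a transcript of the TEC class, which awaits experimental evidence, Gabrb2, a subunit of the GABA-A receptor, Necab1, a neuronal calcium-binding protein, and Gm12896, a processed pseudogene. Normalized counts of Shc3 were 370 ± 216 in C and 117 ± 37.5 in Ob (SD, n = 3 mice each), a log2FC of −1.66 (SE 0.40). Those of Gabrb2 were 578 ± 401 and 138 ± 95.9, a log2FC of −2.07 (SE 0.54), and those of Necab1 gave −0.90 (SE 0.24). Gm43398 had a log2FC of −2.27 (SE 0.57) and Gm12896 one of 2.20 (SE 0.59), both uncertain because their reads can come from overlapping or parent genes. Ob replicate 2 held most of the reads of Gm12896 in Ob, and without it the log2FC was 0.53. For Ob + RSV vs. Ob, the smallest p-values belonged to Cdkn1a, an inhibitor of the cell cycle, with a log2FC of −1.85 (SE 0.47), Capn11, a calpain protease, with −2.72 (SE 0.72), Dnah11, a dynein chain of motile cilia, with −1.90 (SE 0.52), to Rilp and to St6galnac2, a sialyltransferase with 21, 15 and 2 reads in Ob and none in Ob + RSV. Cdkn1a had 887, 199 and 101 reads in Ob and Capn11 251, 116 and 17, and without Ob replicate 1 their values were −0.53 and −1.84. Those of Ob + RSV vs. C belonged to the predicted genes Gm47283, with 1.23 (SE 0.24), and Gm21887, with 0.97 (SE 0.23), to Col5a3, a collagen chain, with −1.22 (SE 0.29), and to Tmem212 and Ttc21a, both linked to cilia, with −2.61 (SE 0.61) and −1.78 (SE 0.42).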

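None of these genes passed adjustment, and edgeR called 0 DEGs in Ob vs. C, in Ob + RSV vs. Ob and in Ob + RSV vs. C, with smallest adjusted p-values of 1, 1 and 0.627. At an unadjusted p under 0.05 stood 922 (2.75%), 1059 (3.16%) and 962 (2.87%) of the genes tested. With the minimum on log2FC as well, these were 388 genes (146 higher and 242 lower in Ob), 733 genes (429 higher and 304 lower in Ob + RSV) and 790 genes. DESeq2 on the 6 libraries of each comparison called 0, 0 and 1 DEG, Gm47283 in Ob + RSV vs. C (log2FC 1.25, adjusted p = 0.00246 from DESeq2). The libraries of the groups did not overlap in 2562 (7.64%), 2266 (6.76%) and 1806 (5.39%) genes. Chance gives 10% for 3 against 3 without ties, and less where libraries of both groups have 0 reads. Reads were found in only 25979 genes in C replicate 2, 26123 in Ob replicate 1 and 24450 in Ob + RSV replicate 2. These shares therefore cannot be read as lying below chance. With every gene of at least 1 read tested, edgeR called 35, 11 and 32 genes. Gm12896 was among them in Ob vs. C (adjusted p = 9.11e-16 from edgeR), with the log2FC of 2.20 that did not pass in the main fit. Its call thus does not come from a larger fold change, and these counts depend on the filter. Leaving out 1 library changed a count of 0 in these cases: 11 genes in Ob vs. C without C replicate 3, 6 in Ob vs. C and 2 in Ob + RSV vs. Ob without Ob replicate 3, and 2 in Ob + RSV vs. Ob and 3 in Ob + RSV vs. C without Ob + RSV replicate 1.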

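Of the Table 1 genes outside Table 2, the 5 with the most reads were Gm47283, Dok6, an adaptor of receptor tyrosine kinases in neurons, Srcap, a chromatin remodeling ATPase, Tekt4, a structural protein of cilia and flagella, and Ankfn1. Srcap had a log2FC of −1.17 (SE 0.52) in Ob vs. C and of 1.41 (SE 0.52) in Ob + RSV vs. Ob, and Ankfn1 one of −1.98 (SE 0.61) and then 1.38 (SE 0.60). Tekt4 had 1.10 (SE 0.51) and then −1.80 (SE 0.52), Dok6 −0.39 (SE 0.27) and then 0.46 (SE 0.27), and Gm47283 0.79 (SE 0.24) and then 0.43 (SE 0.24). Without Ob replicate 1, Tekt4 had 0.29 and then −0.98 and Gm47283 0.43 and then 0.80, and Srcap had −0.78 in Ob vs. C without C replicate 2 and 0.53 in Ob + RSV vs. Ob without Ob + RSV replicate 2. With 1 library left out, Dok6 ran from −0.72 to −0.19 in Ob vs. C and from 0.03 to 0.78 in Ob + RSV vs. Ob, and Gm47283 went down to 0.23 in the latter. The adjusted p of each of these from edgeR was 1 in both comparisons. Of the 54 genes of Table 1, 51 have a gene ID in the counts, 3 of these are listed at 0 in all 9 libraries and 48 were tested. Fitted log2FC of 47 of the 48 had opposite signs in the 2 comparisons. None passed the adjusted test in either. With the minimum on log2FC, 21 had an unadjusted p under 0.05 in Ob vs. C, 31 in Ob + RSV vs. Ob and 19 in both. With that minimum too, 2 and 4 passed when adjusted over the list alone. In Ob vs. C the minimum leaves Gm47283 out of these counts (log2FC 0.79, unadjusted p = 0.00252 from edgeR). Libraries of the groups did not overlap for 30 and 23 of the 48, where chance gives at most 10%. The list was chosen by the study on these libraries, so neither its directions nor its counts are independent evidence. Over its 51 genes with a gene ID in the counts, the median total was 94 reads over the 9 libraries. Of these, 16 had under 50 reads, the 3 at 0 included, and 14 had most of their reads in 1 library.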

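Both comparisons use the same Ob libraries, with opposite signs, which by itself turns fold changes against each other. Over 21557 genes, the correlation of the 2 log2FC across genes, which are not independent replicates, was −0.49, and in 30 simulations of groups without any changed gene it was −0.51 ± 0.0104 (SD). At an unadjusted p under 0.05 with the minimum on log2FC, 86 genes stood in both comparisons in opposite directions and 1 in the same direction. Independent lists of these sizes would share 1.32 genes that are higher and then lower, where 18 were seen, and 3.10 that are lower and then higher, where 68 were seen, but lists that share the Ob libraries are not independent. Among the 21557 genes alone, 24 genes from lists of 157 and 182 stood in opposite directions. Over all genes tested the lists held 388 and 733 genes, of which 86 stood in opposite directions. The simulated groups gave 259 ± 14.3 (SD, 30 simulations) from lists of 1144 and 1156 in the mean. Those lists are longer than the data's in either gene set, so the simulated count is no measure of chance for the data. From the genes that both comparisons share (Figure 2b), the paper concludes that RSV modulates part of the changes that obesity induces in gene expression.

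**Figure D1:**
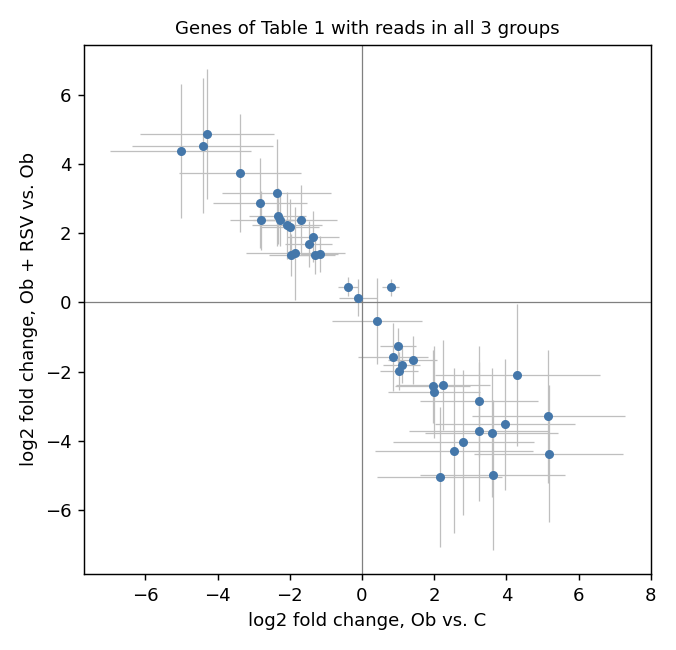
Fitted log2FC of the 41 tested genes of Table 1 with reads in all 3 groups, Ob vs. C on the x axis and Ob + RSV vs. Ob on the y axis, with grey bars of ± 1 SE. Of these genes, 40 lie in the quadrants of opposite signs, and the bars of a few, among them M6pr-ps and Gm12596, reach 0.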

Hierarchical clustering showed distinct transcriptomic profiles across the three groups. 

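Mice of one group differed widely in single genes. Pomc, the precursor of appetite-suppressing melanocortins, had 4351, 1236 and 43 reads in the 3 Ob + RSV libraries and 3500, 2983 and 1102 in Ob. Npy, an appetite-stimulating peptide, had 543, 126 and 1291 reads in C and 579, 431 and 260 in Ob. Over all genes that passed edgeR's expression filter, the correlation across genes was 0.942 ± 0.0192 (SD, 9 pairs) between libraries of one group and 0.944 ± 0.0226 (SD, 27 pairs) between libraries of different groups. Of the spread of the 1000 most variable genes, group membership accounted for 21.2% (exact permutation test over all 280 groupings, one-sided p = 0.864), and the other groupings reached a median of 24.5% and at most 35.3%. The first component, 27.1% of the variance, set Ob + RSV replicate 2 apart from the other libraries, the second, 22.6%, Ob replicate 1, and the third, 17.3%, C replicate 2. On the third, replicate 3 of C, Ob and Ob + RSV also lay at 61.3, 44.3 and 34.4. All other libraries lay below 0 there, from −83.3 in C replicate 2 to −1.47 in Ob replicate 2. Mean correlation with the other libraries was lowest, 0.914, for Ob + RSV replicate 2. In that library 7.30% of the detected genes had fewer than 10 reads, against 20.3% in C replicate 2, 23.3% in Ob replicate 1 and up to 43.2% in the others.

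**Figure D2:**
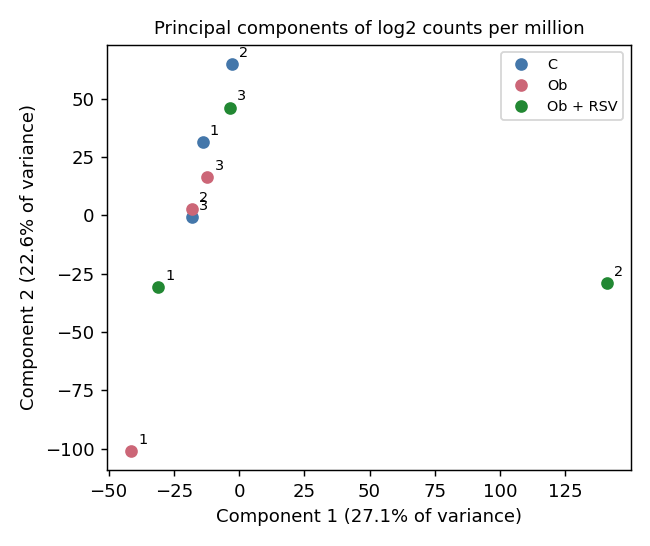
First and second principal components of the 9 libraries, with the share of variance on each axis and points numbered by replicate. Ob + RSV replicate 2 lies far to the right on the first component and Ob replicate 1 lowest on the second, while the other libraries of the 3 groups intermix.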

Heatmaps revealed obesity-associated gene alterations (Figure 2c) and their partial normalization in response to RSV (Figure 2d).

### 3.3. Classification of Resveratrol-Regulated Genes

Among the 54 DEGs modulated by RSV in mice with obesity, 55% were protein-coding genes (53.3% downregulated and 46.7% upregulated), whereas a substantial proportion (45%) corresponded to non-coding RNAs. This highlights non-coding transcriptional regulation as a prominent feature of the RSV-responsive hypothalamic transcriptome. The non-coding fraction included antisense RNAs (20.8%, 80% downregulated), long intergenic non-coding RNAs (37.5%, 66.7% downregulated), pseudogenes (20.8%, all downregulated), unprocessed pseudogenes (4.2%, all upregulated), processed transcripts (4.2%, all downregulated), and transcripts to be experimentally confirmed (TEC; 12.5%, all upregulated). 

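All 3 tested TEC transcripts of Table 1 were lower in Ob than in C and higher in Ob + RSV than in Ob, named here after their values were seen. Gm45342 had 12, 17 and 4 reads in the C libraries, none in Ob and 0, 11 and 16 in Ob + RSV, Gm48737 had 3, 25 and 3, then 0, 0 and 1, then 0, 31 and 7, and Gm44445 had 5, 16 and 8, then 0, 1 and 0, then 0, 38 and 9. Of 9 long intergenic transcripts, 7 were higher and 2 lower in Ob, and of 4 antisense transcripts 3 were higher and 1 was lower, all with the opposite direction in Ob + RSV vs. Ob. Among them Gm47701 had 22, 59 and 50 reads in C, 7, 13 and 8 in Ob and 10, 75 and 63 in Ob + RSV. Of the pseudogenes, Gm13315 had 3, 0 and 7 reads in C, 9, 10 and 17 in Ob and 0, 1 and 0 in Ob + RSV. Of the 27 protein-coding genes, 14 were higher and 13 lower in Ob. No transcript of any kind passed the adjusted test of edgeR, and an unadjusted p under 0.05 in both comparisons was reached by 3 TEC, 3 long intergenic, 1 antisense, 1 processed and 11 protein-coding transcripts. The median total over the 9 libraries was 50 reads for the non-coding transcripts (19 to 708) and 330 for the protein-coding genes (17 to 8978), and fold changes are not given for transcripts without reads in a group. The kinds follow the reference annotation, and the study selected the transcripts on these libraries, so their directions are not independent evidence.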

Gene classifications and expression data are detailed in Table 1.

Notably, the high proportion of non-coding RNAs among RSV-responsive genes represents a distinctive feature of this transcriptomic response, distinguishing it from profiles dominated by protein-coding genes and highlighting the prominence of non-coding transcripts in the hypothalamic response to RSV under obesogenic conditions.

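Among the 48 Table 1 genes tested, 21 (43.8%) were not protein coding. The same share was 36.0% of the 26329 tested genes with a known biotype, of which processed pseudogenes made up 10.5%, antisense transcripts 6.90%, long intergenic transcripts 6.67% and TEC transcripts 6.15%. The difference gave p = 0.293 in a two-sided Fisher's exact test (odds ratio 1.38). Tested genes matched to the list on mean count, a comparison chosen after the data were seen, held 56.0% non-coding genes in the mean of 10000 draws (permutation p = 0.0898, two-sided). With edgeR's expression filter, which removes genes with few reads, 27.6% of the list and 22.6% of the genes tested were non-coding (Fisher's exact p = 0.508). Genes at an unadjusted p under 0.05 with the minimum on log2FC held more: 124 of 264 (47.0%) in Ob vs. C (Fisher's exact p = 0.000292) and 289 of 471 (61.4%) in Ob + RSV vs. Ob (Fisher's exact p = 2.37e-29). These unadjusted lists were not matched on read counts.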

### 3.4. GO and KEGG Pathway Enrichment Analyses

To further predict the biological effects of RSV in the hypothalamus of mice with obesity, GO and KEGG pathway enrichment analyses were performed using the 54 RSV-responsive DEGs.

GO enrichment analysis identified biological processes including globoside metabolism, UMP biosynthesis, regression of the hyaloid vascular plexus, regulation of acrosome reaction and regulation of vesicle size (Figure 3a). Although diverse, these processes converge on lipid handling and vesicular dynamics, both of which are relevant to hypothalamic metabolic regulation.

KEGG pathway analysis revealed enrichment in pathways related to lipid metabolism, inflammation, and insulin resistance, including regulation of lipolysis in adipocytes, PPAR signaling, TNF signaling, NF-κB signaling, and complement cascades (Figure 3b). These enriched pathways support the prediction of RSV-mediated modulation of inflammatory and metabolic signaling within the hypothalamus.

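Of 38 genes of TNF and NF-κB signaling, 22 were higher and 16 lower in Ob than in C (median log2FC 0.05, camera adjusted p = 0.169), and 26 were lower in Ob + RSV than in Ob (median −0.19, adjusted p = 0.0846). Cebpb, a transcription factor of the acute-phase response, had a log2FC of 0.85 (SE 0.38) and Junb, a subunit of AP-1, one of 0.74 (SE 0.35) in Ob vs. C. Ikbke, a kinase of the NF-κB pathway, had −1.17 (SE 0.58) and Nfkbia, an inhibitor of NF-κB, −0.62 (SE 0.35) in Ob + RSV vs. Ob. Of 22 complement genes, 13 were higher in Ob (median 0.08, adjusted p = 0.233), with C4b at 0.56 (SE 0.27), and 15 were lower in Ob + RSV (median −0.09, adjusted p = 0.246). Genes of PPAR signaling and lipolysis split into 23 higher and 23 lower in Ob (median −0.01, adjusted p = 0.645, where the test pointed upward). Their median in Ob + RSV vs. Ob was −0.06 (adjusted p = 0.682), with Pnpla2, the adipose triglyceride lipase, at −0.82 (SE 0.28) and Plin4, a coat protein of lipid droplets, at −1.36 (SE 0.63). Of 28 genes of glycosphingolipid biosynthesis, 16 were lower in Ob (median −0.08, adjusted p = 0.292) and 18 higher in Ob + RSV (median 0.08, adjusted p = 0.0747), among them Ugt8a, the galactosyltransferase of myelin galactolipids, at 0.61 (SE 0.23). Of 43 phagosome and lysosome genes, 28 were higher in Ob (median 0.07, adjusted p = 0.172) and 28 lower in Ob + RSV (median −0.11, adjusted p = 0.0559). Without Ob replicate 1, Cebpb had 0.51 and Junb 0.44 in Ob vs. C, and Nfkbia had 0.02 and Pnpla2 −0.44 in Ob + RSV vs. Ob; Ikbke had −1.94 there without Ob + RSV replicate 3, Nfkbia −0.94 without Ob replicate 3, and C4b in Ob vs. C had 0.16 without Ob replicate 2, 0.31 without C replicate 3 and 0.85 without C replicate 2. None of these 5 lists passed the test in either comparison, with p-values adjusted over 36 lists that were fixed before the data were examined, and with an estimated correlation on all libraries their adjusted p-values ran from 0.540 to 0.884. With 1 library left out, and without an estimated correlation, TNF and NF-κB genes passed in Ob vs. C without Ob replicate 1 (adjusted p = 0.0409) and in Ob + RSV vs. Ob without Ob replicate 1 (0.0152), Ob replicate 3 (0.0434) or Ob + RSV replicate 1 (0.0375), and complement genes in both without Ob replicate 3 (0.0426 and 0.0334). Glycosphingolipid genes passed in Ob + RSV vs. Ob without C replicate 2 (0.0500) or Ob replicate 1 (0.0321), and phagosome and lysosome genes without C replicate 2 (0.0500), Ob replicate 3 (0.0334) or Ob + RSV replicate 1 (0.00285).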

### 3.5. Key Obesity-Related Genes Modulated by Resveratrol

RSV significantly modulated the expression of nine genes that were dysregulated by HFD-induced obesity. Of these, seven genes were upregulated in obesity and downregulated following RSV treatment, including *Aquaporin 7* (*Aqp7*), *Chemokine* (*C-C motif*) *ligand 27A* (*Ccl27a*), *Lymphotoxin alpha* (*Lta*), *Rab interacting lysosomal protein* (*Rilp*), *Mannose-6-phosphate receptor pseudogene* (*M6pr-ps*), *Complement component 1*, *r subcomponent A* (*C1ra*), and *Snail family zinc finger 1* (*Snail1*), and two genes were downregulated in obesity and upregulated by RSV, including *Globoside alpha-1*,*3-N-acetylgalactosaminyltransferase 1* (*Gbgt1*) and *Peroxisome proliferator-activated receptor gamma coactivator 1 beta* (*Ppargc1b*). 

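Of the genes of Table 2, 8 were tested here, and the gene ID that Table 1 gives for Ccl27a was not analysed. None of the 8 passed the adjusted test of edgeR in Ob vs. C or in Ob + RSV vs. Ob (adjusted p of 1 in all). Rilp, C1ra, Lta, Snai1 and Aqp7 had more reads in Ob than in C and fewer in Ob + RSV than in Ob, and Gbgt1 and Ppargc1b the reverse. M6pr-ps had a log2FC close to 0 in both comparisons. After scaling, every Ob library was above every library of the other two groups for Lta, C1ra and Rilp, and below for Ppargc1b. Unadjusted p-values from edgeR in Ob vs. C were 0.0256 for Ppargc1b, 0.0644 for Rilp, 0.0675 for Snai1, 0.0929 for C1ra, 0.0980 for Gbgt1, 0.105 for Aqp7, 0.130 for Lta and 0.828 for M6pr-ps. For Ob + RSV vs. Ob they were 0.00120 for Rilp, 0.0187 for Ppargc1b, 0.0243 for Gbgt1, 0.0293 for Snai1, 0.0600 for Lta, 0.0738 for Aqp7, 0.0780 for C1ra and 0.789 for M6pr-ps.

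**Figure D3:**
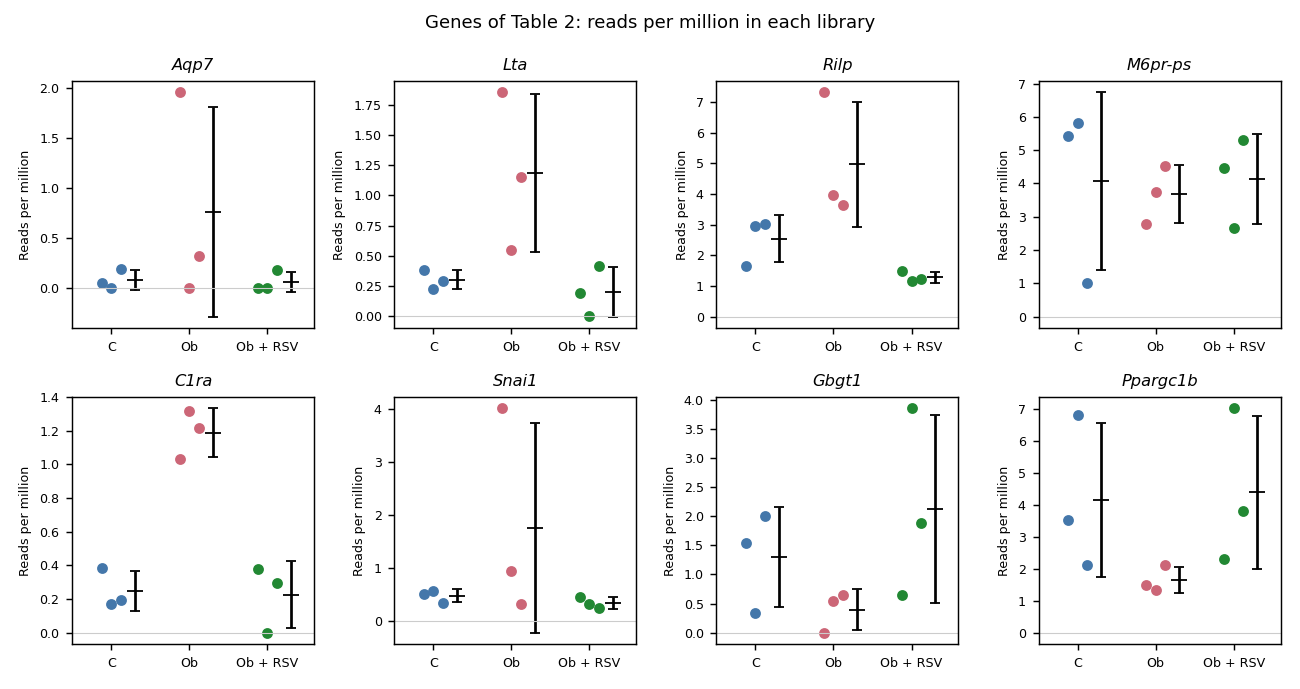
Scaled reads (CPM) of the 8 tested genes of Table 2 in each library of C, Ob and Ob + RSV (points), with the mean (dash) and ± 1 SD (bar) of the 3 libraries. Aqp7 and Snai1 are high in 1 Ob library, whereas the 3 Ob libraries of C1ra lie together above the other groups.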

Table 2 presents the RSV-regulated DEGs in the context of obesity, along with the KEGG signaling pathways influenced by these genes.

These genes are implicated in processes such as inflammation, immune response, lipid metabolism, and insulin resistance, which are mechanisms predicted to be reprogrammed by RSV. 

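MHC class I and interferon response genes, which serve antigen presentation and antiviral defense, were higher in Ob than in C for 27 of 30 members (median log2FC 0.58, camera adjusted p = 1.90e-06) and lower in Ob + RSV than in Ob for 27 of 30 (median −0.48, adjusted p = 1.71e-07). With an estimated correlation between the genes, the list had an adjusted p = 0.634 in Ob vs. C and an adjusted p = 0.402 in Ob + RSV vs. Ob. Ifi27, an interferon-induced gene, had a log2FC of 0.77 (SE 0.25) in Ob vs. C and −0.79 (SE 0.25) in Ob + RSV vs. Ob. The classical MHC gene H2-K1 had 0.67 (SE 0.25) and then −0.74 (SE 0.25), and reads of such MHC genes can be shared between near-identical copies. B2m, the light chain of MHC class I, had 0.45 (SE 0.20) in Ob vs. C, and Ifitm3, an antiviral membrane protein, had −0.94 (SE 0.37) in Ob + RSV vs. Ob. Without Ob replicate 1, Ifi27 had 0.51 and then −0.52. At an unadjusted p under 0.05, 5 members were higher in Ob and 8 lower in Ob + RSV, and none passed when adjusted over the list alone. Leaving out 1 library gave adjusted p-values from 4.41e-11 to 0.00826 and from 4.22e-11 to 0.00110. The list's mean log2 deviation from the 9 libraries was −0.08, −0.40 and 0.12 in C replicates 1 to 3, 0.07, 0.75 and 0.32 in those of Ob, so that C and Ob overlap, and 0.19, −0.67 and −0.31 in those of Ob + RSV. Ob + RSV replicate 2, which stands apart from the other libraries, also had the lowest mean deviation of the 9 in endothelial (−0.44) and pericyte (−0.66) markers. Those vessel markers, too, were mostly higher in Ob (11 of 12 and 8 of 10, neither list passing) and passed as lower in Ob + RSV (an adjusted p = 0.540 for both with an estimated correlation), calls that were lost without Ob + RSV replicate 2 or 3, among others. Of 25 genes of leptin and insulin signaling, 17 were lower in Ob (median −0.12, adjusted p = 0.172), and in Ob + RSV vs. Ob the median was −0.000717 with the test pointing upward (adjusted p = 0.673). Socs3, an inhibitor of leptin signaling, had 0.65 (SE 0.59) and then −1.22 (SE 0.60), Insr, the insulin receptor, −0.12 (SE 0.22) and then 0.27 (SE 0.22), and Lepr, the leptin receptor, −0.66 (SE 0.74) and then −0.20 (SE 0.75). Socs3 had 0.27 in Ob vs. C without C replicate 2, 1.01 without C replicate 3 and −2.48 in Ob + RSV vs. Ob without Ob + RSV replicate 1. Lepr, with 2, 33 and 70 reads in Ob, had −0.10 in Ob vs. C without Ob replicate 1 and −1.73 without Ob replicate 3, and ran from −1.02 to 0.87 in Ob + RSV vs. Ob with 1 library left out. Tnf, Il6, Ccl2, Ccl4 and Ccr2 had no more than 12 reads in any library, and Il1b, Il10 and Lep had too few to be tested. Nfkb1 had a log2FC of −0.11 (SE 0.23) and then 0.01 (SE 0.23), and Sirt1, a deacetylase, 0.19 (SE 0.30) and then 0.09 (SE 0.30). With 1 library left out, Insr, Nfkb1 and Sirt1 lay between −0.32 and 0.47 in both comparisons, and of these 6 values only that of Insr in Ob + RSV vs. Ob kept its sign throughout. The 19 tested genes of a list of Ccl4 and genes named in the introduction together had an adjusted p = 0.694 in Ob vs. C (median −0.11, where the test pointed upward) and an adjusted p = 0.229 in Ob + RSV vs. Ob (median −0.15).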

Figure 4 illustrates the genes and biological functions regulated by RSV.

## 4. Discussion

In this study, we examined the impact of RSV treatment on the hypothalamic transcriptome of mice with HFD-induced obesity. Although several studies have reported that higher doses of RSV reduce body weight in animals fed an HFD [43,44], at the dose used in the present study, RSV administration did not significantly reduce body weight (Figure 1). Nevertheless, RSV exerted a marked effect on transcriptomic modulation. 

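Feeding neuropeptide genes were higher in Ob than in C for 20 of 29 members (median log2FC 0.28, camera adjusted p = 0.0108) and lower in Ob + RSV than in Ob for 20 of 29 (median −0.23, adjusted p = 0.00570). With an estimated correlation the list had an adjusted p = 0.634 and then an adjusted p = 0.540. Cartpt, an appetite-suppressing peptide, had a log2FC of 0.96 (SE 0.37) in Ob vs. C and −0.56 (SE 0.37) in Ob + RSV vs. Ob, Pomc had 1.23 (SE 0.57) and then −0.91 (SE 0.57), and Avp, vasopressin, had 0.67 (SE 0.31) and then −0.86 (SE 0.31). Pmch, the precursor of the appetite-stimulating melanin-concentrating hormone, had 0.66 (SE 0.24) in Ob + RSV vs. Ob, and Npy had −0.33 (SE 0.45) and then −0.15 (SE 0.45). The list's mean log2 deviation was −0.81 in Ob + RSV replicate 3, against 0.09 and 0.04 in the other two, and without that library the adjusted p was 0.988, against 0.134 without Ob replicate 1. Without Ob + RSV replicate 3, Cartpt had −0.11 and Pomc −0.34 in Ob + RSV vs. Ob, without Ob + RSV replicate 1 both lay further below 0, and without Ob replicate 1 Cartpt had 0.53 in Ob vs. C and −0.10 in Ob + RSV vs. Ob. Avp, with 15696, 26611 and 8862 reads in Ob, had 0.19 and then −0.38 without Ob replicate 2 and −0.54 in Ob + RSV vs. Ob without Ob + RSV replicate 3, and Pmch had 0.40 without Ob replicate 3. Npy ran from −0.80 to 0.65 in Ob vs. C and from −0.67 to 0.26 in Ob + RSV vs. Ob with 1 library left out. Markers of hypothalamic regions and of the pituitary also had their lowest mean deviation of the 9 libraries in Ob + RSV replicate 3. The call in Ob vs. C was lost without C replicate 1 (adjusted p = 0.224), Ob replicate 1 (0.268) or Ob replicate 2 (0.0758).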

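Nuclear-encoded genes of the respiratory chain were higher in Ob for 33 of 36 members (median 0.33, camera adjusted p = 1.25e-09), with Cox4i1, a subunit of cytochrome c oxidase, at 0.62 (SE 0.26), and lower in Ob + RSV for 33 of 36 (median −0.20, adjusted p = 0.00351), with Ndufa1, a subunit of complex I, at −0.61 (SE 0.29). With an estimated correlation the list had an adjusted p = 0.634 and then an adjusted p = 0.743. Ribosomal protein genes moved the same way, 65 of 79 higher in Ob (median 0.24, adjusted p = 3.34e-06), with Rps2 at 0.74 (SE 0.23), and 65 of 79 lower in Ob + RSV (median −0.23, adjusted p = 0.0378). With an estimated correlation they had an adjusted p = 0.648 and then an adjusted p = 0.809. Both lists were highest in Ob replicate 1, with mean log2 deviations of 0.58 and 0.50, and without it their adjusted p-values in Ob vs. C were 0.389 and 0.889, the second with its direction turned, while ribosomal proteins had 0.129 without C replicate 1. Without Ob replicate 1, Cox4i1 had 0.15 and Rps2 0.42 in Ob vs. C and Ndufa1 −0.28 in Ob + RSV vs. Ob, where Ndufa1 had −1.08 without Ob + RSV replicate 1 and −0.34 without Ob + RSV replicate 2. For Ob + RSV vs. Ob both directions turned without Ob replicate 1 (adjusted p = 0.0546 and 0.00583), and without Ob + RSV replicate 3 the values were 0.917 and, turned, 0.668; ribosomal proteins also missed with RLE scaling (0.0524). Regulators of mitochondrial biogenesis had a median of −0.10 in Ob vs. C (adjusted p = 0.292) and were higher in Ob + RSV for 13 of 20 (median 0.10, adjusted p = 0.0234, and an adjusted p = 0.534 with an estimated correlation), with Ppargc1a, a coactivator of mitochondrial genes, at 0.58 (SE 0.25). This last call was lost without Ob replicate 2 (adjusted p = 0.0816), Ob + RSV replicate 2 (0.0713) or Ob + RSV replicate 3 (0.213), without which Ppargc1a had 0.38. Genes of the oxidative stress response did not pass (median 0.17, adjusted p = 0.0879, and then −0.08, adjusted p = 0.361), nor did the 13 mitochondrially encoded mRNAs (median −0.08, adjusted p = 0.119, and then −0.01, adjusted p = 0.673, where the test pointed upward). Oxidative stress genes passed in Ob vs. C without C replicate 2 (0.0124) or Ob replicate 3 (0.00260) and in Ob + RSV vs. Ob without Ob replicate 3 (0.0226), and the mitochondrial mRNAs in Ob vs. C without C replicate 1 (0.00680), C replicate 2 (0.00122) or Ob replicate 3 (0.000947) and in Ob + RSV vs. Ob without Ob replicate 3 (0.0208).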

Our transcriptomic analyses revealed that RSV modulates a specific subset of genes involved in inflammation, immune response, lipid metabolism, and energy homeostasis in the hypothalamus. These findings support the hypothesis that RSV can exert neuroprotective and metabolic effects independent of weight loss, consistent with previous reports in rodent models of obesity [27].

Interestingly, a significant proportion (45%) of RSV-modulated transcripts were non-coding RNAs, including lncRNAs, antisense RNAs, and pseudogenes. Emerging evidence indicates that lncRNAs are key regulators of inflammatory signaling pathways and metabolic control in the context of obesity and insulin resistance [45]. Moreover, RSV has been shown to modulate the expression of hundreds of lncRNAs, reversing dysregulated transcriptomes in insulin-resistant skeletal muscle; for instance, the lncRNA NONMMUT044897.2 was downregulated upon RSV treatment, leading to improved insulin sensitivity via the SOCS1 pathway [46]. Although the functions of most RSV-modulated non-coding RNAs in the hypothalamus remain to be explored, their regulation suggests a potential epigenetic mechanism through which RSV exerts central metabolic and anti-inflammatory effects.

Consistent with the literature, our results suggest that an HFD promotes lipid accumulation in visceral adipose tissue, which in turn triggers systemic low-grade inflammation characterized by the release of pro-inflammatory cytokines, free fatty acids, and adipokines [6,12,13,47]. These factors impair hypothalamic function and disrupt circuits regulating energy balance and appetite, leading to a pro-inflammatory transcriptional profile in the hypothalamus [12,13]. 

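Markers of the thalamus, which borders the hypothalamus, were lower in Ob than in C for 12 of 14 members (median log2FC −0.66, camera adjusted p = 4.59e-09, and an adjusted p = 0.634 with an estimated correlation), with Tcf7l2, a transcription factor, at −0.90 (SE 0.30) and Plekhg1 at −1.14 (SE 0.34), and 6 of them passed when adjusted over the list alone. Markers of cortex and hippocampus were lower in Ob for 11 of 14 (median −0.29, adjusted p = 0.0108, and an adjusted p = 0.634 with an estimated correlation), with the glutamate transporter Slc17a7 at −1.45 (SE 0.61), and higher in Ob + RSV than in Ob for 10 of 14 (median 0.37, adjusted p = 0.00460, and an adjusted p = 0.402 with an estimated correlation). Markers of ependymal cells and cilia were lower in Ob for 16 of 22 (median −0.34, adjusted p = 0.00163, and an adjusted p = 0.634 with an estimated correlation) and lower again in Ob + RSV for 19 of 22 (median −0.64, adjusted p = 0.00107, and an adjusted p = 0.540 with an estimated correlation), with Tmem212 at −2.08 (SE 0.60). Markers of oligodendrocytes, the cells that form myelin, did not pass in Ob vs. C (median 0.14, adjusted p = 0.117) and were higher in Ob + RSV for 13 of 13 (median 0.23, adjusted p = 4.01e-05, and an adjusted p = 0.261 with an estimated correlation), with Ermn at 0.52 (SE 0.23), Mal at 0.40 (SE 0.22) and Mog at 0.38 (SE 0.22). The thalamus list had mean log2 deviations of 1.09, 0.08 and 0.32 in C and 0.33, −0.69 and −0.59 in Ob, so Ob replicate 1 lay above 2 of the 3 C libraries. Without C replicate 1, Tcf7l2 had −0.56, Plekhg1 −0.57 and Slc17a7 −0.20 in Ob vs. C, and without Ob replicate 1 Tcf7l2 had −1.58 and Slc17a7 −3.34. In Ob + RSV vs. Ob, Tmem212 had −1.13 without Ob replicate 2, Ermn 0.22 without Ob + RSV replicate 3 and Mog 0.58 without Ob replicate 1. Leaving out any 1 library kept the calls of the thalamus list in Ob vs. C and of the oligodendrocyte list in Ob + RSV vs. Ob, and the oligodendrocyte list also passed in Ob vs. C without Ob replicate 3 (0.0430). The ependymal list had a mean log2 deviation of −0.93 in Ob replicate 1 and 0.92 in Ob replicate 2, and its call was lost in Ob vs. C without replicate 1 (adjusted p = 0.971), with its direction turned, and in Ob + RSV vs. Ob without replicate 2 (0.432). The cortex and hippocampus list lost its call in Ob vs. C without C replicate 1 (0.0718) and in Ob + RSV vs. Ob without Ob + RSV replicate 3 (0.0511).

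In Ob vs. C, markers of meningeal and vascular fibroblasts were lower for 13 of 14 (median −0.80, adjusted p = 0.00114), with Fmod at −1.78 (SE 0.56), those of the choroid plexus for 11 of 13 (median −0.54, adjusted p = 0.0140), with Ttr at −2.23 (SE 1.04), and those of neurons for 11 of 15 (median −0.05, adjusted p = 0.0282), with Gad2, an enzyme of GABA synthesis, at −0.54 (SE 0.26). Each of these 3 lists had an adjusted p = 0.634 with an estimated correlation. The fibroblast list had a mean log2 deviation of 1.71 in C replicate 1, without which its adjusted p was 0.579 and Fmod had −0.60, and without C replicate 2 Ttr had −0.85. In Ob + RSV vs. Ob, neuron markers were higher for 12 of 15 (median 0.20, adjusted p = 0.00570), and lower were markers of hypothalamic regions (17 of 24, median −0.26, adjusted p = 0.00131), the pituitary (10 of 11, median −0.75, adjusted p = 0.00351), tanycytes (8 of 12, median −0.47, adjusted p = 0.0120), the endothelium (12 of 12, median −0.40, adjusted p = 0.0242), blood cells (9 of 11, median −0.43, adjusted p = 0.0436) and pericytes (10 of 10, median −0.31, adjusted p = 0.0446). With an estimated correlation these lists had adjusted p-values from 0.402 to 0.575. Vim, an intermediate filament of tanycytes, had a log2FC of −0.86 (SE 0.24). Markers of hypothalamic regions and of the pituitary had mean log2 deviations of −0.999 and −0.91 in Ob + RSV replicate 3, without which neither list passed (adjusted p = 0.489 and 0.213). Further calls were lost in Ob vs. C for the choroid plexus without C replicate 1 (0.0840) or 2 (0.131) and for neurons without C replicate 1 (0.136), C replicate 3 (0.0574), Ob replicate 2 (0.191) or Ob + RSV replicate 2 (0.0610). For Ob + RSV vs. Ob they were lost for neurons without Ob replicate 2 (0.0666), Ob + RSV replicate 1 (0.0903) or 3 (0.281), for tanycytes without Ob replicate 2 (0.146), Ob + RSV replicate 2 (0.0713) or 3 (0.489), for the endothelium without Ob replicate 3 (0.303), Ob + RSV replicate 2 (0.159) or 3 (0.155), for blood cells without Ob replicate 1 (0.127), Ob replicate 3 (0.119) or Ob + RSV replicate 3 (0.781), and for pericytes without Ob replicate 1 (0.498), Ob replicate 2 (0.0831), Ob + RSV replicate 2 (0.181) or 3 (0.270). Microglia markers did not pass in either comparison (median 0.04, adjusted p = 0.808, and then −0.05, adjusted p = 0.765), with the test against the sign of the median both times, nor did those of astrocytes (median −0.05 with the test pointing upward, adjusted p = 0.290, and then 0.24, adjusted p = 0.0559). Astrocyte markers passed in Ob vs. C as higher without C replicate 1 (0.000595), C replicate 2 (0.000266) or Ob replicate 3 (0.00252) and as lower without C replicate 3 (1.07e-05), and in Ob + RSV vs. Ob as higher without C replicate 1 (0.0368), 2 (0.0465) or 3 (0.00537), Ob replicate 1 (0.00136) or 2 (0.00700) or Ob + RSV replicate 2 (0.0123).

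**Figure D4:**
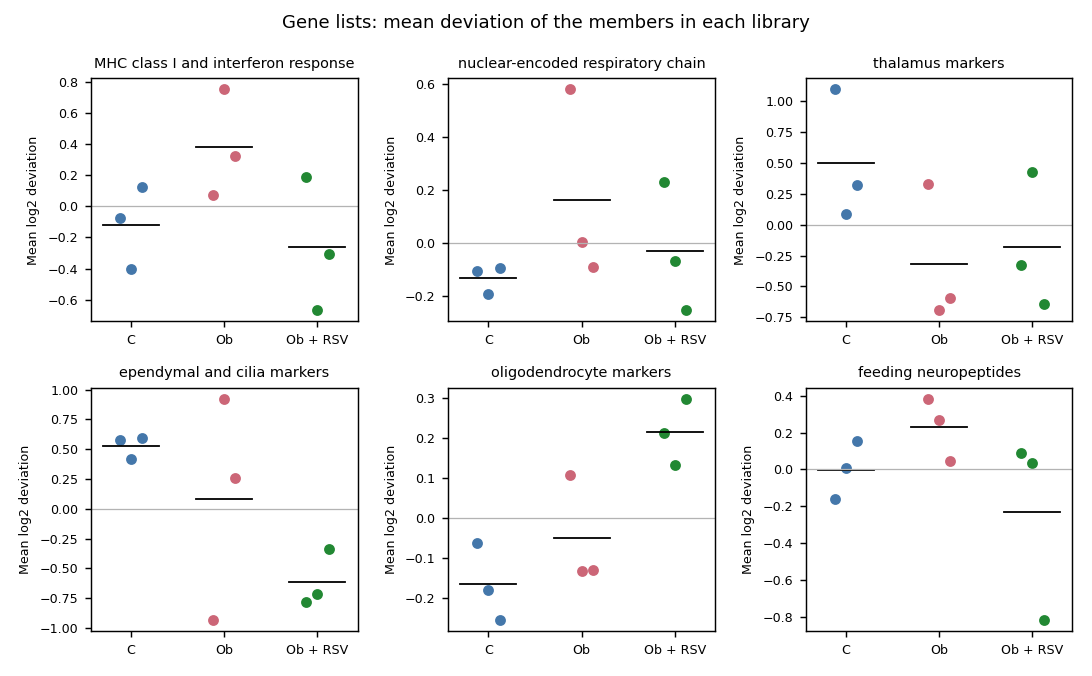
Mean log2 deviation of the members of 6 gene lists from the mean of the 9 libraries, one point per library of C, Ob and Ob + RSV and a line at the group mean. MHC class I and interferon genes lie between 0.07 and 0.75 in Ob, and single libraries such as Ob replicate 1 in the respiratory chain (0.58) and Ob + RSV replicate 3 in the neuropeptides (−0.81) stand apart.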

In our model, an HFD altered hypothalamic gene expression, while RSV treatment counteracted these changes (Figure 2). KEGG analysis (Figure 3b) revealed that RSV-enriched pathways included NF-κB and TNF signaling, driven by modulation of genes such as *Lta* and *Ccl27a*, both of which are implicated in neuroinflammation and metabolic dysfunction [48,49,50].

*Lta*, encoding lymphotoxin-α, is upregulated in obesity and contributes to inflammation, insulin resistance, and weight gain, while its inhibition confers metabolic protection [48,49]. Similarly, *Ccl27a*, a chemokine involved in T-cell recruitment and neuroinflammatory signaling [50], was downregulated by RSV in our study. Elevated expression of chemokines, including *Ccl2*, *Ccl4*, and *Ccl27a*, has been reported in humans and murine specimens with obesity, correlating with inflammation and insulin resistance, and these expression levels are reduced following interventions such as bariatric surgery [50,51]. In the CNS, *Ccl27* promotes T-cell chemotaxis and plays a role in hypothalamic inflammation [47]. Furthermore, HFD-induced microglial activation and chemokine overexpression have been associated with reduced energy expenditure and obesity progression [14].

The RSV-mediated downregulation of *Lta* and *Ccl27a* observed here may thus reflect a central anti-inflammatory mechanism with potential metabolic benefits. These findings support the proposed therapeutic value of targeting the chemokine-receptor signaling axis to mitigate neuroinflammation and metabolic dysfunction in obesity and related diseases [52,53,54].

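Lta, the gene of lymphotoxin-α, had 9, 4 and 6 reads in the 3 C libraries, 36, 10 and 18 in Ob and 5, 0 and 7 in Ob + RSV. Its normalized count was 5.95 ± 1.73 in C, 24.2 ± 13.9 in Ob and 4.01 ± 4.06 in Ob + RSV (SD, n = 3 mice each). The log2FC was 2.00 (SE 1.28) in Ob vs. C and −2.58 (SE 1.32) in Ob + RSV vs. Ob. Libraries did not overlap in either comparison. Counting error is large at so few reads.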

RSV also modulated genes involved in lipid and glycerol metabolism. 

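Gbgt1, the globoside transferase of glycosphingolipid synthesis, had 36, 6 and 42 reads in the 3 C libraries, 0, 10 and 10 in Ob and 17, 84 and 32 in Ob + RSV. Its normalized count was 25.7 ± 17.0 in C, 7.93 ± 6.88 in Ob and 41.7 ± 30.9 in Ob + RSV (SD, n = 3 mice each). The log2FC was 2.38 (SE 1.01) in Ob + RSV vs. Ob, and after scaling every Ob + RSV library lay above every Ob library, narrowly so for Ob + RSV replicate 1. In Ob vs. C it was −1.70 (SE 0.99), the libraries overlapped, and without Ob replicate 1 Gbgt1 had −1.11.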

Gbgt1, which participates in glycosphingolipid biosynthesis [55], was upregulated by RSV. Altered glycosphingolipid metabolism has been linked to disrupted lipid handling in metabolic tissues [56], suggesting a potential protective role for RSV through modulation of membrane lipid composition.

*Aqp7*, an aquaglyceroporin involved in glycerol transport, was upregulated in obesity, likely to reflect increased glycerol availability due to HFD-induced lipolysis [57]. RSV treatment reduced *Aqp7* expression, which may be metabolically beneficial, as excessive glycerol influx can contribute to lipotoxicity, oxidative stress, and impaired insulin signaling in the hypothalamus [58]. These findings suggest that RSV-mediated downregulation of *Aqp7* may help protect hypothalamic function under obesogenic conditions.

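Aqp7 had 1, 0 and 4 reads in the 3 C libraries, 38, 0 and 5 in Ob and 0, 0 and 3 in Ob + RSV, so Ob replicate 1 alone held most of its reads. Its normalized count was 1.53 ± 1.95 in C, 15.8 ± 22.2 in Ob and 1.16 ± 2.01 in Ob + RSV (SD, n = 3 mice each). The log2FC was 3.25 (SE 1.94) in Ob vs. C and −3.72 (SE 2.01) in Ob + RSV vs. Ob, and without Ob replicate 1 Aqp7 had 0.92 and then −1.38.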

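Ppargc1b, a coactivator of nuclear receptors in mitochondrial biogenesis, had 83, 120 and 44 reads in the 3 C libraries, 29, 24 and 33 in Ob and 61, 153 and 65 in Ob + RSV. Its normalized count was 82.0 ± 46.6 in C, 33.2 ± 6.75 in Ob and 86.3 ± 45.1 in Ob + RSV (SD, n = 3 mice each). The log2FC was −1.30 (SE 0.55) in Ob vs. C and 1.38 (SE 0.55) in Ob + RSV vs. Ob, and 0.08 (SE 0.53) between Ob + RSV and C. After scaling, every Ob library lay below every library of the other two groups, narrowly so for Ob replicate 3 and C replicate 3. Without C replicate 2, Ppargc1b had −0.77 in Ob vs. C, and without Ob + RSV replicate 2 it had 0.89 in Ob + RSV vs. Ob. With 1 library left out, Ob + RSV vs. C ran from −0.40 to 0.61.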

RSV also restored the expression of *Ppargc1b*, a key regulator of mitochondrial function and energy metabolism that was reduced in obesity. The upregulation of *Ppargc1b* is consistent with studies demonstrating its protective effects against obesity-induced inflammation, insulin resistance, and mitochondrial dysfunction [3,59]. Knockout studies have linked *Ppargc1b* deficiency to increased fat accumulation, systemic inflammation, and impaired glucose metabolism, whereas its overexpression enhances fatty acid oxidation and energy expenditure, thereby conferring resistance to diet-induced obesity [60,61,62]. These findings suggest that RSV may exert protective metabolic effects, at least in part through *Ppargc1b*-mediated pathways.

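Snai1, the gene of the transcriptional repressor Snail1, had 12, 10 and 7 reads in the 3 C libraries, 78, 17 and 5 in Ob and 12, 7 and 4 in Ob + RSV. Its normalized count was 9.34 ± 2.46 in C, 36.7 ± 41.9 in Ob and 6.75 ± 2.42 in Ob + RSV (SD, n = 3 mice each), with most of the Ob reads in replicate 1. The log2FC was 1.96 (SE 1.03) in Ob vs. C and −2.41 (SE 1.05) in Ob + RSV vs. Ob, and the libraries overlapped in both comparisons. Without Ob replicate 1, Snai1 had 0.46 and then −0.90.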

*In addition*, *RSV normalized the expression of Snail1*, *a gene associated with adiposity and metabolic dysfunction* [63]. Given that *Snail1* deletion leads to reduced adipocyte size and fat mass, its downregulation by RSV suggests potential anti-obesogenic effects. Furthermore, RSV suppressed obesity-induced overexpression of *Rilp*, *M6pr-ps*, and *C1ra*, genes involved in phagosome activation, complement signaling, and coagulation. These pathways are linked to microglial overactivation and excessive phagocytosis, processes associated with neurodegeneration [64,65,66,67]. 

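Rilp, an effector of Rab7 in the transport of lysosomes and phagosomes, had 39, 52 and 63 reads in the 3 C libraries, 142, 72 and 57 in Ob and 39, 25 and 21 in Ob + RSV. Its normalized count was 50.1 ± 14.0 in C, 102 ± 45.0 in Ob and 25.7 ± 4.31 in Ob + RSV (SD, n = 3 mice each), with a log2FC of 1.03 (SE 0.54) in Ob vs. C, or 0.61 without Ob replicate 1, and −1.98 (SE 0.55) in Ob + RSV vs. Ob. C1ra, a serine protease of the classical complement pathway, had 9, 3 and 4 reads in C, 20, 24 and 19 in Ob and 10, 0 and 5 in Ob + RSV. Its log2FC was 2.25 (SE 1.30) in Ob vs. C and −2.38 (SE 1.30) in Ob + RSV vs. Ob. M6pr-ps, a pseudogene of the mannose-6-phosphate receptor whose reads can stem from the parent gene, had 127, 102 and 21 reads in C, 54, 68 and 71 in Ob and 117, 58 and 90 in Ob + RSV. Its log2FC was −0.12 (SE 0.53) in Ob vs. C and 0.14 (SE 0.53) in Ob + RSV vs. Ob, and with 1 library left out M6pr-ps ran from −0.58 to 0.20 and from −0.06 to 0.40.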

By dampening these signals, RSV may confer neuroprotective effects by limiting complement-mediated synaptic loss, a phenomenon implicated in Alzheimer’s disease [66,67].

To our knowledge, this is the first study to investigate the impact of RSV on the hypothalamic transcriptome in an HFD-induced obesity model. The integration of RNA-seq and pathway analyses provides novel insight into predictive molecular targets and regulatory networks through which RSV may exert central effects. These findings highlight the potential of RSV as a modulator of hypothalamic inflammation and metabolic dysfunction, although functional validation is still required. The selected dose has previously been shown to exert metabolic effects in HFD-fed mice, supporting its suitability for exploratory transcriptomic analysis [41]. A limitation of this study is the use of a single RSV dose; therefore, dose-dependent transcriptomic effects were not assessed. Notably, despite using a relatively low dose (2.25 mg/kg), we detected significant modulation of hypothalamic gene expression. In contrast, other studies have required higher RSV doses to demonstrate overt neuroprotective and anti-inflammatory effects [68,69]. These findings suggest that transcriptomic changes may be detectable at lower doses, even in the absence of pronounced systemic or weight-related effects.

Future studies should evaluate how these transcriptomic signatures translate into changes in hypothalamic neuronal activity, systemic metabolism, and behavior. The pronounced modulation of non-coding RNAs further emphasizes the need for mechanistic studies assessing their roles in central metabolic regulation. Moreover, given the absence of significant weight loss in our model, it will be essential to determine the dose dependency, long-term efficacy, and translational feasibility of RSV, considering its limited bioavailability and complex pharmacokinetics.

In summary, RSV modulated the expression of hypothalamic genes dysregulated by obesity, including *Aqp7*, *Ccl27a*, *Lta*, *Rilp*, *M6pr-ps*, *C1ra*, *Snail1*, *Gbgt1*, and *Ppargc1b*. These transcriptional changes involve pathways associated with inflammation, lipid metabolism, immune activation, and mitochondrial function. Notably, RSV’s central effects appear to occur at least in part independently of body weight changes and involve coordinated regulation of both coding and non-coding RNAs. Together, these findings provide predictive insights into the molecular mechanisms through which RSV may ameliorate hypothalamic dysfunction in obesity.

## Figures and Tables

**Figure 1:**
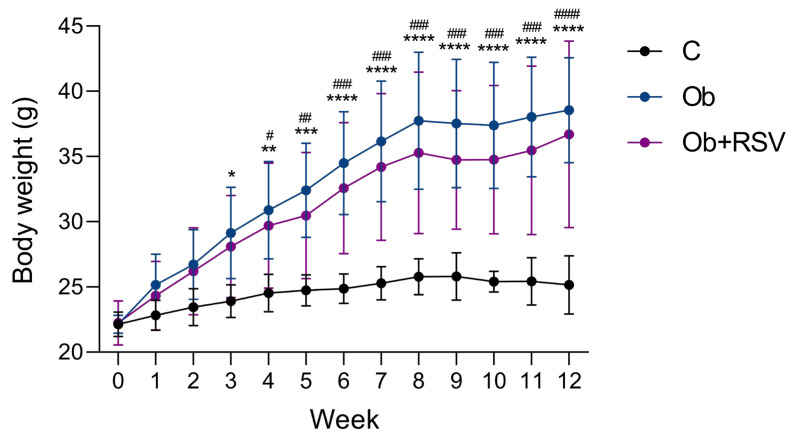
Effect of RSV on body weight. Body weight was compared among the experimental groups: control (C), obesity (Ob), and obesity treated with resveratrol (Ob + RSV). Significant differences in body weight were observed among all groups starting from week 2 of feeding with either the high-fat diet (HFD) or standard diet (C). Data are presented as mean ± SD and were analyzed using two-way ANOVA followed by Tukey’s multiple comparisons test. * *p* < 0.05 Ob vs. C, ** *p* < 0.01 Ob vs. C, *** *p* < 0.001 Ob vs. C, **** *p* < 0.0001 Ob vs. C. ^#^ *p* < 0.05 Ob + RSV vs. C, ^##^ *p* < 0.01 Ob + RSV vs. C; ^###^ *p* < 0.001 Ob + RSV vs. C, ^####^ *p* < 0.0001 Ob + RSV vs. C.

**Figure 2:**
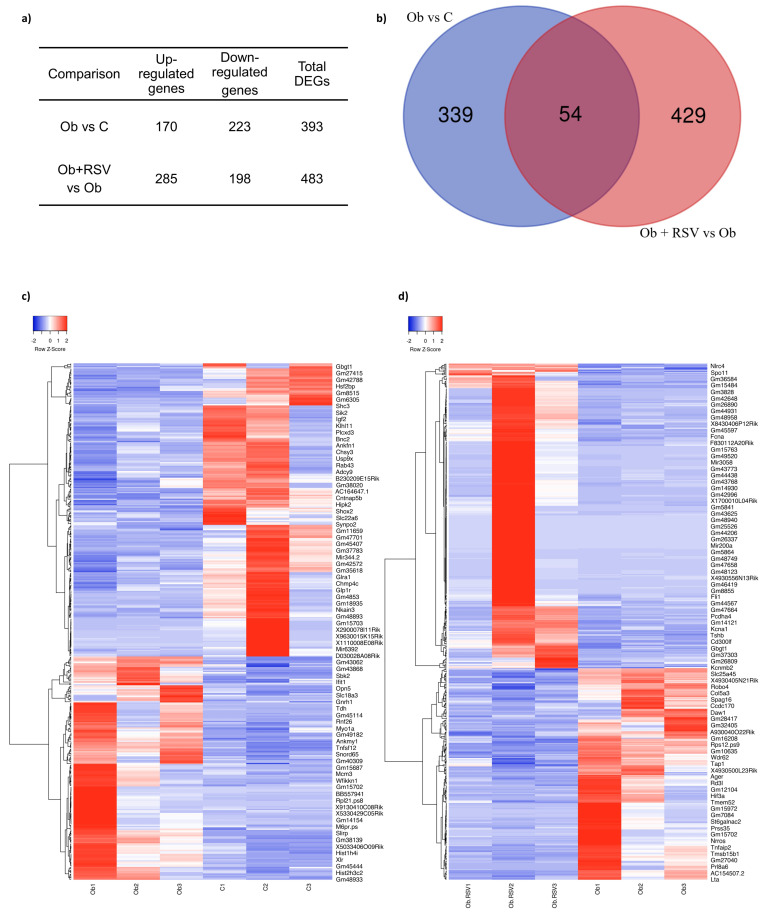
Differential gene expression in the hypothalamus. (**a**) Number of upregulated and downregulated genes identified in the different mouse models. (**b**) Venn diagram showing differentially expressed genes (DEGs), including 54 overlapping genes identified under obesity conditions and modulated by resveratrol treatment. (**c**) Heatmap of DEGs in the Ob vs. C comparison. (**d**) Heatmap of DEGs in the Ob + RSV vs. Ob comparison. Red indicates high expression levels; blue indicates low expression levels (adjusted *p* < 0.05 and log_2_ fold change ≥ 1).

**Figure 3:**
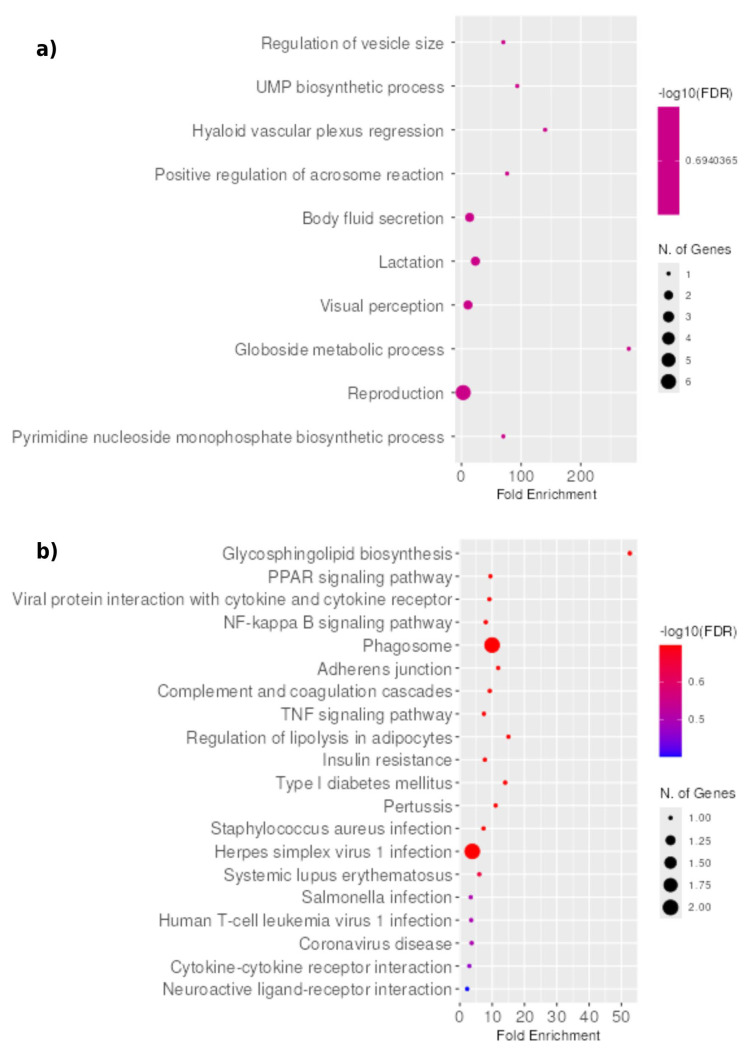
Functional enrichment analysis of biological processes by Gene Ontology (GO) and KEGG pathways associated with RSV-regulated DEGs in the hypothalamus of mice with obesity. (**a**) Enriched GO biological processes. (**b**) Enriched KEGG signaling pathways. The y-axis shows the names of the enriched GO terms or KEGG pathways, while the x-axis represents the enrichment score. The color gradient indicates statistical significance, expressed as −log_10_ of the false discovery rate (FDR), and the size of each bubble corresponds to the number of differentially expressed genes (DEGs) associated with each term. Only terms with an adjusted *p* < 0.05 and |log_2_ fold change| ≥ 1 were included in the analysis.

**Figure 4:**
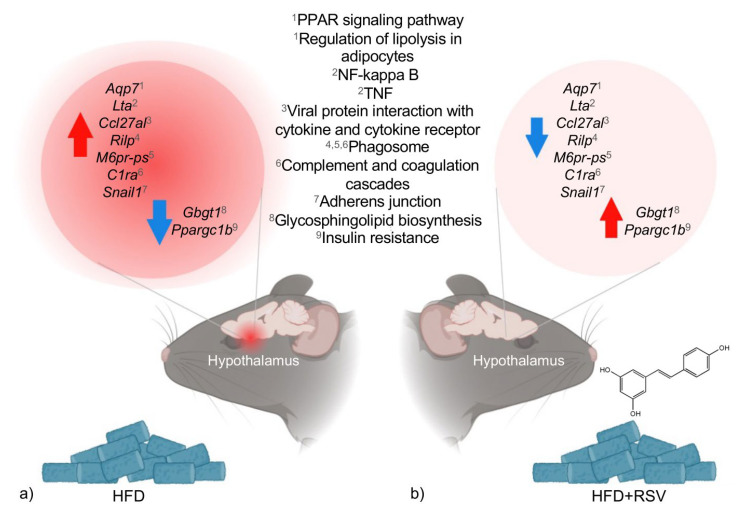
KEGG signaling pathways associated with gene expression changes induced by HFD and modulated by RSV in the hypothalamus. (**a**) DEGs and associated KEGG pathways identified in the hypothalamus of HFD-fed mice compared with controls. (**b**) DEGs and KEGG pathways modulated by RSV treatment in HFD-induced mice with obesity. Red upward arrows indicate upregulated genes, whereas blue downward arrows indicate downregulated genes in each experimental comparison. Superscript numbers next to each gene indicate the corresponding KEGG pathways (numbered in the central panel) to which each gene is functionally annotated.

**Table 1:** Differentially expressed genes (DEGs) by biotype in the hypothalamus of obese mice and RSV-treated obese mice.

Gene Biotype	Ensembl Gene ID	KEGG Symbol	Gene Name	Log_2_ FC Ob vs. C	Log_2_ FC Ob + RSV vs. Ob
Antisense	ENSMUSG00000085323	*9130410C08Rik*	*RIKEN cDNA 9130410C08 gene*	3.88	−6.26
	ENSMUSG00000098720	*Gm27239*	*Predicted gene 27239*	1.77	−2.29
	ENSMUSG00000087004	*Gm14154*	*Predicted gene 14154*	4.40	−4.46
	ENSMUSG00000092130	*D030025P21Rik*	*RIKEN cDNA D030025P21 gene*	5.61	−5.64
	ENSMUSG00000085134	*Gm11659*	*Predicted gene 11659*	−3.99	4.25
LincRNA	ENSMUSG00000116256	*Gm32405*	*Predicted gene 32405*	5.36	−5.39
	ENSMUSG00000109149	*Gm19656*	*Predicted gene 19656*	3.45	−3.58
	ENSMUSG00000086952	*Gm12596*	*Predicted gene 12596*	5.42	−5.45
	ENSMUSG00000111399	*Gm47328*	*Predicted gene 47328*	5.86	−5.88
	ENSMUSG00000097819	*Gm26813*	*Predicted gene 26813*	5.14	−5.17
	ENSMUSG00000111970	*Gm47715*	*Predicted gene 47715*	5.42	−5.45
	ENSMUSG00000086464	*Gm15835*	*Predicted gene 15835*	−5.20	4.57
	ENSMUSG00000114148	*Gm47701*	*Predicted gene 47701*	−1.99	2.04
	ENSMUSG00000115545	*Gm48908*	*Predicted gene 48908*	−5.75	6.26
Processed pseudogene	ENSMUSG00000112048	*Gm48750*	*Predicted gene 48750*	5.28	−5.31
	ENSMUSG00000080849	*Gm15702*	*Predicted gene 15702*	4.35	−5.12
	ENSMUSG00000115593	*Gm4824*	*Predicted gene 4824*	4.48	−3.62
	ENSMUSG00000083305	*Gm13315*	*Predicted gene 13315*	4.03	−6.36
	ENSMUSG00000080832	*M6pr-ps*	*Mannose-6-phosphate receptor pseudogene*	2.65	−3.48
UP	ENSMUSG00000080888	*Gm14387*	*Predicted gene 14387*	−4.53	5.30
PT	ENSMUSG00000053749	*Gm9920*	*Predicted gene 9920*	5.44	−5.47
TEC	ENSMUSG00000109679	*Gm45342*	*Predicted gene 45342*	−5.38	5.50
	ENSMUSG00000111107	*Gm48737*	*Predicted gene 48737*	−5.46	5.24
	ENSMUSG00000107647	*Gm44445*	*Predicted gene 44445*	−4.57	4.98
Protein coding	ENSMUSG00000060981	*Hist1h4h*	*Histone cluster 1 H4h*	1.42	−1.39
	ENSMUSG00000025401	*Myo1a*	*Myosin IA*	1.13	−1.23
	ENSMUSG00000021345	*Prl8a6*	*Prolactin family 8*, *subfamily a*, *member 6*	5.27	−5.29
	ENSMUSG00000024402	*Lta*	*Lymphotoxin A*	1.96	−2.64
	ENSMUSG00000054626	*Xlr*	*X-linked lymphocyte-regulated*	3.54	−3.63
	ENSMUSG00000095247	*Ccl27a*	*Chemokine* (*C-C motif*) *ligand 27A*	3.92	−4.90
	ENSMUSG00000024175	*Tekt4*	*Tektin 4*	1.21	−1.46
	ENSMUSG00000053877	*Srcap*	*Snf2-related CREBBP activator protein*	−1.19	1.50
	ENSMUSG00000027801	*Tm4sf4*	*Transmembrane 4 superfamily member 4*	3.25	−4.97
	ENSMUSG00000023153	*Tmem52*	*Transmembrane protein 52*	1.44	−1.50
	ENSMUSG00000021506	*Pitx1*	*Paired-like homeodomain transcription factor 1*	4.72	−3.36
	ENSMUSG00000042821	*Snail1*	*Snail family zinc finger 1*	2.66	−2.59
	ENSMUSG00000028427	*Aqp7*	*Aquaporin 7*	5.37	−5.40
	ENSMUSG00000055172	*C1ra*	*Complement component 1*, *r subcomponent A*	3.41	−2.81
	ENSMUSG00000044814	*Olfr543*	*Olfactory receptor 543*	−3.02	3.24
	ENSMUSG00000073514	*Dok6*	*Docking protein 6*	−1.35	1.53
	ENSMUSG00000090053	*Palm2*	*Paralemmin 2*	−1.48	1.73
	ENSMUSG00000026829	*Gbgt1*	*Globoside alpha-1*,*3-N-acetylgalactosaminyltransferase 1*	−2.70	2.97
	ENSMUSG00000033871	*Ppargc1b*	*Peroxisome proliferative activated receptor*, *gamma*, *coactivator 1 beta*	−1.93	1.35
	ENSMUSG00000025776	*Crispld1*	*Cysteine-rich secretory protein LCCL domain containing 1*	−1.23	2.17
	ENSMUSG00000075596	*B130006D01Rik*	*RIKEN cDNA B130006D01 gene*	−5.12	5.76
	ENSMUSG00000038195	*Rilp*	*Rab interacting lysosomal protein*	1.01	−2.13
	ENSMUSG00000043972	*Opn5*	*Opsin 5*	3.27	−5.98
	ENSMUSG00000000263	*Glra1*	*Glycine receptor*, *alpha 1 subunit*	−2.41	2.82
	ENSMUSG00000038048	*Cntnap5c*	*Contactin associated protein-like 5C*	−2.40	2.62
	ENSMUSG00000047773	*Ankfn1*	*Ankyrin-repeat and fibronectin type III domain containing 1*	−2.00	1.45
	ENSMUSG00000073016	*Uprt*	*Uracil phosphoribosyltransferase*	−2.81	2.31
	ENSMUSG00000068130	*Zfp442*	*Zinc finger protein 442*	−2.42	2.96
	ENSMUSG00000097271	*Gm9903*	*Predicted gene 9903*	−4.38	5.18
	ENSMUSG00000096768	*Gm47283*	*Predicted gene*, *47283*	1.01	−1.05

Note: log_2_FC: Log_2_ fold change in gene expression. Only genes showing differential expression between groups with an adjusted *p* < 0.05 and log_2_ fold change ≥ 1 are shown. Biotypes: UP, unprocessed pseudogene; PT, processed transcript; TEC, to be experimentally confirmed. Groups: Ob, obese; C, control; Ob + RSV, obese treated with resveratrol.

**Table 2:** Genes regulated by RSV in the hypothalamus of mice with obesity and their impact on signaling pathways.

KEGG Pathway	KEGG Symbol	Gene Name	Log_2_ FC Ob vs. C	Log_2_ FC Ob + RSV vs. Ob
Glycosphingolipid biosynthesis	*Gbgt1*	*Globoside alpha-1*,*3-N-acetylgalactosaminy* *ltransferase 1*	↓ −2.70	↑ 2.97
PPAR signaling pathway	*Aqp7*	*Aquaporin 7*	↑ 5.37	↓ −5.40
Regulation of lipolysis in adipocytes				
Viral protein interaction with cytokine and cytokine receptor	*Ccl27a*	*Chemokin e* (*C-C motif*) *ligand 27A*	↑ 3.92	↓ −4.90
NF-κB	*Lta*	*Lymphotoxin alpha* (*TNF superfamily*, *member 1*)	↑ 1.96	↓ −2.64
TNF				
Phagosome	*Rilp*	*Rab interacting lysosomal protein*	↑ 1.01	↓ −2.13
	*M6pr-ps*	*Mannose-6-phosphate receptor*, *pseudogene*	↑ 2.65	↓ −3.48
	*C1ra*	*Complement component 1*, *r subcomponent A*	↑ 3.41	↓ −2.81
Complement and coagulation cascades	*C1ra*	*Complement component 1*, *r subcomponent A*	↑ 3.41	↓ −2.81
Adherens junction	*Snail1*	*Snail family zinc finger 1*	↑ 2.66	↓ −2.59
Insulin resistance	*Ppargc1b*	*Peroxisome proliferative activated receptor*, *gamma*, *coactivator 1 beta*	↓ −1.46	↑ 1.28

Note: log_2_FC: Log_2_ fold change in gene expression. Only genes showing differential expression between groups with an adjusted *p* < 0.05 and |log_2_ fold change| ≥ 1 are shown. Up: ↑, down: ↓. Groups: Ob, obesity; C, control; Ob + RSV, obesity treated with resveratrol.

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Materials. Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes17030297/s1, Table S1: Summary of hypothalamus sequencing data.

# Supplementary material for: A Predictive Transcriptomic Approach to the Resveratrol-Mediated Reversal of Hypothalamic Alterations in a Mouse Model of Obesity
**Source:** Genes (Basel). 2026 Feb 28;17(3):297. doi: 10.3390/genes17030297
**Supplement:** Supplementary file 1

**Supplementary Table S1. Summary of hypothalamus sequencing data**

| Sample     | Raw reads | Clean reads | Raw bases (G) | Clean bases (G) | Error rate (%) | Clean bases Q20 (%) | Clean bases Q30 (%) | GC (%) |
|------------|-----------|-------------|---------------|-----------------|----------------|---------------------|---------------------|--------|
| C (1)      | 61554978  | 59407570    | 9.23          | 8.91            | 0.03           | 97.70               | 93.78               | 49.15  |
| C (2)      | 43519550  | 42360976    | 6.53          | 6.35            | 0.03           | 97.20               | 92.77               | 50.36  |
| C (3)      | 54859116  | 51295150    | 8.23          | 7.69            | 0.03           | 97.24               | 92.59               | 47.72  |
| Ob (1)     | 48472094  | 47244058    | 7.27          | 7.09            | 0.03           | 97.25               | 93.28               | 49.72  |
| Ob (2)     | 46032506  | 45039342    | 6.90          | 6.76            | 0.03           | 97.40               | 92.94               | 51.79  |
| Ob (3)     | 42785106  | 45716864    | 6.42          | 6.15            | 0.03           | 97.02               | 92.48               | 47.66  |
| Ob+RSV (1) | 62686402  | 60691422    | 9.40          | 9.10            | 0.03           | 97.63               | 93.82               | 50.04  |
| Ob+RSV (2) | 59859876  | 57501598    | 8.98          | 8.63            | 0.03           | 96.70               | 91.77               | 49.70  |
| Ob+RSV (3) | 47723186  | 45716864    | 7.16          | 6.86            | 0.03           | 97.04               | 92.43               | 49.96  |

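Table S1 lists, for each of the 9 libraries, the reads before and after quality filtering, the sequenced bases, the shares of bases above the Phred scores of its notes, and the GC content of the reads. A Phred score gives the estimated error of a base call on a log scale. GC content ran from 47.7% in Ob replicate 3 to 51.8% in Ob replicate 2, with 47.7% to 50.4% in C and 49.7% to 50.0% in Ob + RSV. These percentages are the paper's.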

Note: Q20, Q30: (Base count of Phred value > 20 or 30) / (Total base count). G/C: Guanine/Cytosine. Groups: Ob, obese; C, control; Ob+RSV, obese treated with resveratrol.

How the deposited data were processed for this re-analysis (not part of the article)

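Whole read counts per gene were used for 12 mouse hypothalamus libraries: 3 of control mice (C), 3 of mice with obesity on an HFD (Ob), 3 of such mice treated with RSV (Ob + RSV), 2 treated with aged garlic extract at 200 mg/kg (Ob + EAE) and 1 treated with curcumin at 50 mg/kg (Ob + CUR). The paper reports on the first 3 groups, and the other two enter only the closing section. The paper states that sequencing was done by Novogene, alignment with HISAT2 v2.0.5 and counting with featureCounts v1.5.0-p3, followed by DESeq2 v1.20.0 and clusterProfiler v3.8.1. The processing notes of the submitters name FastQC, featureCounts and GRCm39. The values were checked to be whole numbers that are neither scaled nor log-transformed. Total counts per library ran from 15655156 to 26284661 in the 9 libraries of the paper, were 21120304 and 21536990 in Ob + EAE and 23273359 in Ob + CUR. Of the 78334 gene IDs, 51486 (65.7%, with 98.1% of the counts) have a symbol in the reference, by ID, and biotype, length and GC content came from GENCODE vM21 by ID. That release lies on another genome build than the counts, so no positions are printed, and 7205 of the tested genes have no biotype there.

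Differential expression was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, genes with at least 10 reads in total) on R 4.3.3, in 1 fit of the 9 libraries with group as the sole factor and 6 residual degrees of freedom, and in 1 fit of the 12 libraries (7 residual degrees of freedom) for Ob + EAE and Ob + CUR. The single Ob + CUR library is assumed there to vary like the other groups, as is the Ob + EAE library that remains when the other is left out. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2FC of at least 1 in either direction, the thresholds of the paper. Normalized counts are TMM-scaled, and the SE of a log2FC is its size divided by the square root of F. The 36 gene lists, written from general knowledge of pathways, cell types and brain regions, were tested with camera of limma 3.58.1 on voom values with an inter-gene correlation of 0.01, adjusted over the lists, beside the correlation estimated per list and beside fry, and the deviation of a list per library is the mean of its members on log2 CPM (prior count 2). Group separation was the share of squared distance between groups over the 1000 most variable genes, by exact permutation over 280 groupings. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

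Groups, tests, thresholds, lists, alternatives and the rule for named genes were set before the data were examined. The rule names the genes of Table 2, the 5 other Table 1 genes with the most reads, the genes of the introduction, up to 4 list members with the smallest p, and the genes past the threshold with the 10 largest increases and decreases among those whose libraries do not overlap or, with fewer than 5 genes past the threshold, the 5 with the smallest p. Values of Tables 1 and 2 had been seen when it was written. Alternatives were RLE and upper quartile scaling, edgeR's expression filter (filterByExpr), no filter beyond 1 read, DESeq2 1.42.0 on 9 or 6 libraries, edgeR on 6 or 12 libraries, no minimum on log2FC, unadjusted p-values, a replicate block (replicate number as a factor), library GC content as a covariate, both together, and leaving out each library. Added after seeing the data were fits without the 3 libraries that stand apart, with each library's trend on transcript length and GC removed, with counts divided by the most frequent low count of a library, and a background of genes matched on mean count. For the low count 2 definitions were tried, the second after the first had failed its own test in Ob + RSV replicate 2, and both results are given. A first version of the comparison with disjoint Ob libraries kept more genes than planned by mistake, and both of its values are given.

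The procedure was tested on simulated Ob vs. C counts. Of 50 genes changed at each size, it recovered 14 at a log2FC of 1, 36 at 2, 44 at 3 and 48 at 4. It made 11 false calls among 31908 genes, and of 36 lists it called the 1 that was moved and 0 others. The 0 other lists may not hold for the data, where estimated correlations within lists reached 0.74. There, splits of the libraries other than the real ones called 1 to 17 lists. Error bars and tests cover differences between mice and counting error. Replicate numbers were checked as pairs of libraries across groups, which left open whether they pair the mice. Body weights, Figure 3 and the enrichment of the paper were not analysed here, nor was the gene ID given for Ccl27a in Table 1. Some results on single genes are not reported here.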

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

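Chosen only after their results were seen were the tests on all 840 groupings, of the second definition of a low count and of the blood vessel markers, and the removal of length and GC trends from the comparison with Ob + EAE as an alternative; the others were set before. Among 3 mice against 3 there are 10 splits, too few for a share under 0.05. Genes called numbered 0 in the real split of each comparison, a count that any split reaches, so these splits say nothing on chance; the highest other split gave 56 in Ob vs. C, 203 in Ob + RSV vs. Ob and 0 in Ob + RSV vs. C. The split with 203, singled out after its count was seen, sets Ob replicates 1 and 2 with Ob + RSV replicate 1 against the rest, and such a count points to a structure of the samples other than the groups, which was not tested further; the remaining splits gave 0 to 9. Gene lists called numbered 10 in Ob vs. C, which 3 splits reach (highest other 14), and 15 in Ob + RSV vs. Ob, which 2 splits reach (highest other 17).

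Fold changes of Ob vs. C and Ob + RSV vs. Ob had a covariance of −0.170 over genes, while unchanged groups simulated against the same Ob libraries, which call more genes than the data do, gave −0.273 ± 0.00952 (SD, 30 simulations). With disjoint Ob libraries in the 2 comparisons the covariance was −0.0356 (SE 0.0184), below 0 in all 3 ways but not by 2 SE, after a first run that by mistake kept 28015 genes gave −0.136 (SE 0.0285; −0.107 from genes under 50 mean reads and −0.00889 from the others), a value that spoke against the shared libraries as the cause. On log2 CPM, 355 of 840 groupings had a disjoint covariance as low as the real −0.00152, and 74 of 100 groupings gave at least the real 24 genes past both unadjusted tests in opposite directions (highest other 302), so chance is not excluded and shared Ob libraries may account for most of the pattern. Removing trends on transcript length and GC took the covariance over 19504 genes from −0.145 to −0.133, which cannot be told apart from no effect since the covariance did not exceed its simulated value. An effect of RSV that opposes that of the HFD stays open, as untested beyond these values.

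Ob + RSV replicate 2 stood apart from the other libraries. Its reads from olfactory and vomeronasal receptors, 38.8 CPM, lay below the 45.6 of Ob + RSV replicate 3 but above the other 7 (25.3 to 38.1), so they argue only weakly, through 1 other library, against DNA or unspliced RNA. Its mean correlation stayed lowest after thinning to 1 total, 0.920 against 0.936 for the next, which argues against library size. If few RNA molecules had been read many times each, C replicate 1 thinned to as many molecules would detect as many genes: with the most frequent low count of that library, 1 read, the ratio of genes detected was 0.677, but this takes the molecules to be as many as the reads and so tests nothing. Of its genes, 515 had 1 read, 94 had 5 and 356 had 13, and with the count after that dip, a definition chosen after the first result, the ratio was 1.09 (other libraries 0.813 to 1.00 by the first and 0.862 to 1.00 by the second), so few molecules remain a candidate explanation, though both definitions were written after the counts per library had been looked at. No biological explanation was tested.

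The paper does not report on the 2 libraries of Ob + EAE, where, of genes changed, Ob + EAE vs Ob gave 665 (276 higher and 389 lower, edgeR on 12 libraries), against 18 without Ob replicate 1, 1172 without Ob replicate 3, 228 without Ob + EAE replicate 1, 19 without replicate 2 and 77 with filterByExpr. With each library's trends on transcript length and GC removed 0 genes were called by edgeR (1241 at an unadjusted p under 0.05). The same 23833 genes gave 0 without removal too (1445), so the loss of calls decides nothing. The 77 genes called with filterByExpr had a median size of log2FC of 1.62 (median SE 0.31) before removal and 1.53 (0.31) after it. The trends therefore remain open. Median log2FC was 1.23 in 12 endothelial genes, of which 7 passed as higher. By camera this list passed as higher (adjusted p = 2.14e-08, and 0.218 with an estimated correlation). In 10 pericyte and smooth muscle genes the median was 0.53, only Rgs5 passed and 3 lay below 0. That list, too, passed by camera as higher (adjusted p = 0.0212, and 0.428 with an estimated correlation), the direction of a larger share of vessel cells. The latter median is just above a bound of 0.5 that was set after the value was known, and was 0.49 without Ob + EAE replicate 2. Of the 6 more abundant endothelial markers, 3 lay over 2 SE below that endothelial median, Slc2a1 (0.20), Ly6c1 (−0.49) and Esam (0.19), which argues against a larger share of vessel cells as the whole cause. Aged garlic extract itself stays open, as untested, and the group has 2 mice. Without 1 of them, the counts given above assume that the other varies like the mice of the other groups.

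The paper does not report on the single library of Ob + CUR either, where, of genes changed, Ob + CUR vs Ob gave 60 (48 higher and 12 lower; 267 by DESeq2, 5 with filterByExpr, 10 without Ob replicate 1 and 453 without Ob replicate 3). In it Oxt, the oxytocin gene, had a log2FC of −7.19 (SE 0.64, adjusted p = 1.77e-07 from edgeR), with 94 reads against 5669 to 13347 in Ob. With 1 mouse, these counts, the SE and the p assume that it varies like the mice of the other groups, and curcumin cannot be told apart from this animal.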

How the results depend on the processing

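Removal of length and GC trends, omission of the 3 libraries that stand apart, division of the counts by a low count and the matched background were chosen after seeing the data; the other alternatives were set before. Counts of 0 genes in Ob vs. C, Ob + RSV vs. Ob and Ob + RSV vs. C rose to 35, 11 and 32 (2 shared, Scand1 and Gm12896, the latter at an unchanged log2FC of 2.20 in Ob vs. C) with no filter beyond 1 read, and to 0, 0 and 1 with DESeq2 on 6 libraries. At unadjusted p-values they were 388, 733 and 790 (87 shared, 19 of Table 1 past both), and with DESeq2 on 6 libraries 572, 734 and 777 (80 shared, 33 of Table 1). With a replicate block they were 50, 10 and 35 (1 shared, Gabrb2) and with GC content added 75, 12 and 59 (2 shared, Pomc and ENSMUSG00000135935). Whether the replicate numbers pair the mice stays open. Of 9 same-number pairs, 4 correlate above 0.1, with values from −0.026 to 0.329 among the 9. Between different numbers the highest correlation was 0.151, of C replicate 1 with Ob replicate 2. Only 4 of 9 libraries are closest to their own number. Leaving out 1 library gave 0 to 11 (without C replicate 3), 0 to 2 (without Ob replicate 3, Cdkn1a and ENSMUSG00000135935, or Ob + RSV replicate 1, Bsx and Malat1) and 0 to 3 (without Ob + RSV replicate 1, among them Bsx and Chat). These genes were named after their values were seen. The called gene lists, 10 and 15, became 0 and 0 with an estimated correlation, 0 and 0 with fry, 13 and 16 with a replicate block (in Ob vs. C also oxidative stress, 0.0318, mitochondrial mRNAs, 0.0345, and hypothalamic regions, 0.0191; in Ob + RSV vs. Ob also TNF and NF-κB, 0.0484), and 6 (without C replicate 1) to 18 (without Ob replicate 3) and 4 (without Ob + RSV replicate 3) to 19 with 1 library left out. Direction turned, with these adjusted p-values, in Ob vs. C without Ob replicate 1 for ependymal markers (0.971) and ribosomal proteins (0.889), and without the 3 libraries that stand apart for the same lists (0.973 and 0.260). In Ob + RSV vs. Ob it turned without Ob replicate 1 for the respiratory chain (0.0546) and ribosomal proteins (0.00583), without the 3 libraries (0.101 and 0.0313), and without Ob + RSV replicate 3 for ribosomal proteins (0.668). With 1 library left out these adjusted p-values ran from 6.43e-08 to 0.971 (ependymal) and 2.26e-14 to 0.889 (ribosomal) in Ob vs. C, and from 3.62e-08 to 0.917 (respiratory chain) and 1.04e-07 to 0.668 (ribosomal) in Ob + RSV vs. Ob. Of genes changed, Ob + EAE vs Ob gave 77 with filterByExpr, 0 with trends removed (fitted on 23833 genes with a transcript, 0 without removal) and 18 to 1172 with 1 library left out, and for genes changed, Ob + CUR vs Ob gave 267 with DESeq2, 5 with filterByExpr, 3 with trends removed (Oxt, Avp and Trh; 5 on the same genes without removal) and 10 to 453 with 1 library left out. The fold change correlation of −0.49 was −0.71 to −0.33 with 1 library left out and −0.0476 with disjoint Ob libraries, and group separation 22.5% to 31.6%. The non-coding share was 47.0% and 61.4% at unadjusted p-values, 51.8% and 63.1% with DESeq2, and 56.0% in the matched background. In all, results on comparisons stayed the same in 162 cases, moved in 55 and grew stronger in 4, and named genes and lists stayed the same in 3328, moved in 142, reversed in 9, grew stronger in 118 and weaker in 103. With no gene called in the main fit of Ob vs. C, Ob + RSV vs. Ob or Ob + RSV vs. C, no gene could lose a call there. These counts of cases therefore do not measure how far fold changes moved, as those of Aqp7 and Cdkn1a did without Ob replicate 1. The cause of the changes was not tested, and the alternative for FPKM values was not run since the values are counts. Depth limits genes near 10 reads in total.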

Differences from the paper's values

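The paper's counts of DEGs are 393 in Ob vs. C and 483 in a comparison that the text names Ob + RSV vs. C and Figure 2a Ob + RSV vs. Ob, and here, at its thresholds, edgeR called 0 in each of the 3. Of the alternatives set before the data were examined, 2 come within 1.5 times of the 393: edgeR at unadjusted p-values (388; 146 higher and 242 lower in Ob) and DESeq2 on 6 libraries at unadjusted p-values (572; 230 and 342), each with the minimum on log2FC. The others do not, nor does any come within 1.5 times of the 483, where unadjusted p-values give 733 and 790 by edgeR and 734 and 777 by DESeq2. For the genes shared by both comparisons the paper gives 54 and here there were 0. DESeq2 on 6 libraries at unadjusted p-values gives 80, within 1.5 times, and edgeR at unadjusted p-values 87, which is not, nor are the others. Of the genes of Table 1, 33 pass both tests of DESeq2 and 19 both of edgeR at unadjusted p-values, and 0 at adjusted ones. In the direction of the log2FC of Table 1 were 47 of 48 genes tested in Ob vs. C and 46 of 48 in Ob + RSV vs. Ob.

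Of 96 log2FC that Table 1 gives for genes tested here, 11 are over a group without reads, where the fitted value is set by the prior count and was not compared. Of the other 85, 20 differ by more than the SE, 3 of them in sign. For M6pr-ps the paper gives 2.65 in Ob vs. C and −3.48 in Ob + RSV vs. Ob, where here it was −0.12 and 0.14, and for Gm47283 the paper gives −1.05 in Ob + RSV vs. Ob, where here it was 0.43; no alternative of 20 comes within the error. The same holds for Gm12596 (the paper's 5.42 and −5.45, here 0.42 and −0.53), Dok6 (the paper's −1.35 and 1.53, here −0.39 and 0.46) and, in Ob vs. C, Zfp442 (the paper's −2.42, here −1.35). The paper's 2.96 for Zfp442 in Ob + RSV vs. Ob (here 1.90) is reached without Ob + RSV replicate 1 and by none of the other 19.

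In Ob vs. C, the paper gives −4.53 for Gm14387 (here −1.84, reached without Ob replicate 3), −1.93 for Ppargc1b in Table 1 and −1.46 in Table 2 (here −1.30; the first is reached without C replicate 1, C replicate 3 or Ob replicate 3) and −4.38 for Gm9903 (here −2.37, reached with the replicate block and without Ob replicate 2 or 3). It gives 5.37 for Aqp7 (here 3.25, reached with the replicate block, the GC covariate, both, and without C replicate 3, Ob replicate 2 or Ob replicate 3), 5.86 for Gm47328 (here 3.39, reached in 7 of 18 alternatives: no filter beyond 1 read, DESeq2 on 9 libraries, the block, the GC covariate, both, and without Ob replicate 2 or Ob replicate 3; without C replicate 2, C has no reads), 4.03 for Gm13315 (here 2.15, reached in 9 of 19: no filter beyond 1 read, the block, the GC covariate, both, and without C replicate 1, C replicate 3 or any Ob replicate) and −2.70 for Gbgt1 (here −1.70, reached in 9 of 20: filterByExpr, DESeq2 or edgeR on 6 libraries, the block, the block with the GC covariate, and without C replicate 2, Ob replicate 2, Ob replicate 3 or Ob + RSV replicate 3). It also gives, in Ob + RSV vs. Ob, −5.45 for Gm47715 (here −2.09, reached with the block and the GC covariate together), 5.30 for Gm14387 (here 1.42, reached without Ob replicate 3), −4.97 for Tm4sf4 (here −2.85, reached with the block and the GC covariate together and without Ob replicate 3 or Ob + RSV replicate 1) and 5.18 for Gm9903 (here 3.17, reached without Ob replicate 2, Ob replicate 3 or Ob + RSV replicate 1). Under the alternatives not named these stay apart.

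The paper states that clustering set the 3 groups apart, with heatmaps of its DEGs, whereas here, over another set of genes, the 1000 most variable, group membership accounted for 21.2% of the spread (exact permutation p = 0.864). It presents the high share of non-coding transcripts as a distinctive feature, whereas here the difference from the genes tested gave a Fisher's exact p of 0.293 for Table 1; lists at unadjusted p-values did hold more, 47.0% and 61.4%. It names pathways of TNF, NF-κB, PPAR, lipolysis and complement as enriched, whereas the lists of these pathways here did not pass, with adjusted p-values from 0.0846 to 0.682. With a replicate block, TNF and NF-κB genes did pass in Ob + RSV vs. Ob (camera adjusted p = 0.0484). These genes and complement genes also passed with some single libraries left out. The paper tested its DEGs for enrichment in KEGG pathways, whereas camera here tested all members of other lists, which is a different question. Figure 3 of the paper shows a −log10 of the FDR of about 0.69 or less, read by eye, beside a legend that gives an adjusted p under the threshold. Table S1 gives Ob replicate 3 more clean reads (45716864) than raw reads (42785106), and the same clean reads as Ob + RSV replicate 3.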

Other observations

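The 1 mouse with obesity treated with curcumin (Ob + CUR) had low counts of hypothalamic neuropeptide genes; SE and p-values below rest on the spread within the other groups and do not tell curcumin from the animal. Compared with Ob, Avp, the vasopressin gene, had a log2FC of −6.90 (SE 0.67, adjusted p = 5.94e-07 from edgeR; 196 reads), Hcrt, the precursor of the orexins, one of −4.80 (SE 0.72; 48 reads), Trh, thyrotropin-releasing hormone, −2.95 (SE 0.36; 397 reads) and Ucn3, urocortin 3, −6.39 (SE 1.22; 1 read). Pmch fell by 1.86 on the log2 scale (adjusted p = 0.0269 from edgeR), whereas Npy (0.10), Agrp (1.63) and Pomc (−2.33, adjusted p = 0.359) did not pass. Also lower were Zic1 (−2.37), Vax1 (−3.02) and Slc30a3 (−4.12), of which Zic1 and Vax1 are transcription factors and Slc30a3 is a zinc transporter. Higher were Utrn, a homolog of dystrophin (1.82), Plcxd3 (3.44), Klhl11 (2.97), Shc3 (2.59), Hipk2, a nuclear kinase (2.54), Gabrb2 (3.24) and Cntnap5c (3.88). Of 29 feeding neuropeptides 6 passed the adjusted test as lower (median of all −1.63, adjusted p = 3.73e-13 by camera, and an adjusted p = 0.102 with an estimated correlation). By camera the respiratory chain (median −0.86, adjusted p = 2.47e-18), ribosomal proteins (−0.68, 1.34e-16) and mitochondrially encoded mRNAs (−0.55, 5.75e-10) were lower as well, without any single member passing, and with an adjusted p = 0.290, 0.380 and 0.290 with an estimated correlation. Markers of hypothalamic regions (median 0.14 with the test pointing downward), cortex and hippocampus (−0.07 with the test pointing upward) and the striatum (−0.09) did not pass. Those of the thalamus (−0.53) and the pituitary (−1.02) did not pass either, though their medians lay further below 0. By camera endothelial (median 1.44, adjusted p = 2.11e-11) and pericyte markers (0.58, 0.00896), leptin and insulin signaling (0.29, 0.0250) and glycosphingolipid genes (0.35, 0.0470) passed as higher, and microglia (−0.47, 0.00564), ependymal (−0.78, 0.0160) and oligodendrocyte markers (−0.23, 0.0235), immediate-early (−0.60, 0.0160), oxidative stress (−0.22, 0.0217) and complement genes (−0.59, 0.0250) as lower. Adjusted p-values of these 10 lists were 0.102 to 0.627 with an estimated correlation, and all but the endothelial and microglia lists also lost their call without 1 or more of the Ob libraries. With each library's length and GC trends removed, over 23833 genes, Oxt (−6.88), Avp (−6.53) and Trh (−2.76) passed, while Hcrt (−4.48, SE 0.84), Ucn3 (−6.32, SE 1.27) and Pmch (−2.05, SE 0.48) did not, nor did these 3 pass on the same genes without removal (adjusted p = 0.117, 0.136 and 0.166). Without Ob replicate 1, Pmch (adjusted p = 0.121), Ucn3 (0.0695), Zic1 (0.0842), Vax1 (0.0856), Slc30a3 (0.0787), Plcxd3 (0.0842), Klhl11 (0.0787), Shc3 (0.0842), Gabrb2 (0.108) and Cntnap5c (0.0842) missed, and without Ob replicate 2 Pmch (0.0652) and Vax1 (0.0528).

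Mice treated with aged garlic extract (Ob + EAE, 2 libraries) had higher counts than Ob of Klhl11 (log2FC 3.16, SE 0.45), Plcxd3 (3.72), Glra1, a subunit of the glycine receptor (4.42), Shc3 (2.70) and Ptprb, a phosphatase of the endothelium (1.76), each with an adjusted p of 0.00174 from edgeR, and lower counts of Bc1, a small RNA of dendrites (−3.52, adjusted p = 0.00677), and Avp (−1.84, adjusted p = 0.00948). Fits without 1 Ob + EAE library leave 1 mouse in the group, so their calls and adjusted p-values rest on the spread of the other groups. Bc1 had 130378, 14625 and 16501 reads in Ob, and without replicate 1 it had −1.79 (adjusted p = 0.122), without Ob + EAE replicate 2 an adjusted p = 0.0948. Avp missed without Ob replicate 1 (0.0632) or Ob + EAE replicate 2 (0.241), and both missed with filterByExpr (0.0561 and 0.0610). As lower, 19 of 79 ribosomal protein genes passed the adjusted test (median of all 79 −0.82), 11 of 36 genes of the respiratory chain (−0.83), 5 of 29 feeding neuropeptides (−0.87) and 2 of 22 ependymal markers (−1.11). The lists had an adjusted p of 0.310, 0.310, 0.218 and 0.428 with an estimated correlation. These 4 counts became 0, 0, 0 and 1 without Ob replicate 1, 19, 9, 2 and 0 without Ob replicate 2, 28, 19, 7 and 3 without Ob replicate 3, 3, 2, 2 and 0 without Ob + EAE replicate 1 and 0 in each list without Ob + EAE replicate 2. By camera also lower were genes of the oxidative stress response (3 of 26 members passed; median −0.49, adjusted p = 3.36e-05), MHC class I and interferon genes (−0.60, 2.37e-05), mitochondrially encoded mRNAs (−0.37, 4.57e-08), phagosome and lysosome genes (−0.24, 0.00495), immediate-early genes (−0.54, 0.00495), tanycyte (−0.76, 0.0116) and microglia markers (−0.35, 0.0231), histones (−0.54, 0.0289) and complement genes (−0.50, 0.0410), and higher were markers of oligodendrocyte precursors (0.23, 0.0313). Endothelial (median 1.23, adjusted p = 2.14e-08) and pericyte markers (0.53, 0.0212) passed by camera as higher as well, with 0.218 and 0.428 under an estimated correlation. The 10 lists named before them had adjusted p-values from 0.310 to 0.520 with an estimated correlation. Calls were lost without Ob replicate 1 for immediate-early genes (0.0835), without Ob replicate 2 for tanycytes (0.0854), microglia (0.0869), histones (0.107) and complement (0.187), without Ob replicate 3 for microglia (0.0697) and precursors (0.200), and without Ob + EAE replicate 2 for microglia (0.110) and complement (0.170). As higher, 7 of 12 endothelial markers passed the adjusted test (adjusted p = 0.218 for the list with an estimated correlation), among them Flt1 (1.77), Kdr (1.74), Abcb1a (1.56) and Cdh5 (1.83), and in Ob + CUR 3 did, Abcb1a, Kdr and Flt1, none of them without Ob replicate 1 (adjusted p = 0.0842, 0.181 and 0.0711) and Kdr not without Ob replicate 2 (0.0722). The 7 in Ob + EAE became 1 without Ob replicate 1, 5 without Ob replicate 2, 8 without Ob replicate 3, 2 without Ob + EAE replicate 1 and 1 without Ob + EAE replicate 2: Abcb1a missed without Ob replicate 1 (0.0561) or Ob + EAE replicate 2 (0.144), and Kdr (0.0993, 0.0656 and 0.157) and Cdh5 (0.292, 0.143 and 0.398) without Ob replicate 1, Ob + EAE replicate 1 or Ob + EAE replicate 2. The Ob + EAE libraries correlated across genes with each other at 0.987 and with Ob + CUR at 0.985 in the mean, and with the 9 libraries of the paper at 0.908 to 0.983, while those 9 lay between 0.889 and 0.975 of each other. Genes with at least 1 read numbered 37165 and 38081 in Ob + EAE and 37598 in Ob + CUR, against 26123 to 32664 in Ob. Ribosomal protein genes took 0.36% and 0.31% of the reads in Ob + EAE and 0.37% in Ob + CUR, against 0.52% to 0.92% in Ob. C replicate 1, with 36541 genes, had the most reads of Klhl11 (493), Plcxd3 (185) and Shc3 (617) among those 9, but not of Glra1 or Ptprb. Whether these shifts share a cause was not tested. Transcripts of the genes called with filterByExpr had a median length of 6241 bases where higher in Ob + EAE and 490 where lower. Among the genes tested the median was 2610. For the genes so called in Ob + CUR the medians were 9377.5 and 577. The correlation of log2FC with log2 length was 0.126 in Ob + EAE and 0.164 in Ob + CUR.

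Of the lists not described above, none passed in Ob vs. C or Ob + RSV vs. Ob: adjusted p-values were 0.116 and 0.229 for immediate-early genes, 0.694 and 0.652 for thyroid hormone handling, 0.808 and 0.254 for oligodendrocyte precursors, 0.808 and 0.715 for the striatum, 0.589 and 0.455 for histones, 0.677 and 0.960 for small nucleolar RNAs and 0.184 and 0.509 for olfactory and vomeronasal receptors. Nor did endothelial (0.116), pericyte (0.116), pituitary (0.116), tanycyte (0.465), blood cell (0.808) and hypothalamic region markers (0.169) in Ob vs. C, or thalamus (0.229), choroid plexus (0.577) and meningeal and vascular fibroblast markers (0.682) in Ob + RSV vs. Ob. Lists of this kind passed with 1 library left out in these cases: in Ob vs. C the endothelium without Ob replicate 1 (0.00391) and immediate-early genes (0.0138), pericytes (0.0194) and the pituitary (0.0194) without Ob replicate 3, and in Ob + RSV vs. Ob immediate-early genes without Ob replicate 3 (0.0245) or Ob + RSV replicate 1 (0.00253) and the thalamus without Ob replicate 1 (9.44e-05) or Ob + RSV replicate 3 (0.0379).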
